# Parvalbumin-Neurons of the Ventrolateral Hypothalamic Parvafox Nucleus Receive a Glycinergic Input: A Gene-Microarray Study

**DOI:** 10.3389/fnmol.2017.00008

**Published:** 2017-01-23

**Authors:** Viktoria Szabolcsi, Gioele W. Albisetti, Marco R. Celio

**Keywords:** parvalbumin, laser capture microdissection, glycine receptor α2, Allen Brain Atlas Database of *in-situ* hybridizations (ABA-ISH), BrainStars (B^*^) microarrays, PV1-Foxb1, parvafox, GlyT2-EGFP

## Abstract

The ventrolateral hypothalamic parvafox (formerly called PV1-Foxb1) nucleus is an anatomical entity of recent discovery and unknown function. With a view to gaining an insight into its putative functional role(s), we conducted a gene-microarray analysis and, armed with the forthcoming data, controlled the results with the Allen databases and the murine BrainStars (B^*^) database. The parvafox nucleus was specifically sampled by laser-capture microdissection and the transcriptome was subjected to a microarray analysis on Affymetrix chips. Eighty-two relevant genes were found to be potentially more expressed in this brain region than in either the cerebral cortex or the hippocampus. When the expression patterns of these genes were counterchecked in the Allen-Database of *in-situ* hybridizations and in the B^*^-microarray database, their localization in the parvafox region was confirmed for thirteen. For nine novel genes, which are particularly interesting because of their possible involvement in neuromodulation, the expression was verified by quantitative real time-PCR. Of particular functional importance may be the occurrence of glycine receptors, the presence of which indicates that the activity of the parvafox nucleus is under ascending inhibitory control.

## Introduction

The parvafox nucleus (formerly known as PV1-Foxb1 nucleus) has been identified and described as a bilateral chord of parvalbumin (Parv)-positive neurons in the murine ventrolateral tuberal hypothalamus (Celio, 1990; Mészár et al., 2012; Bilella et al., 2014). It is sandwiched in the horizontal plane between the optic tract and the fornix, and in mice it extends for a total length of about 1 mm. Parv-positive cells of the parvafox nucleus are immunoreactive for glutamate (Mészár et al., 2012) and express the gene *Slc17a6* encoding the vesicular glutamate transporter 2 (Vglut2) (Girard et al., 2011). Hence, unlike the usual GABA-phenotype (Celio, 1986), the Parv-positive neurons of the parvafox nucleus utilize the excitatory neurotransmitter glutamate.

The efferent connections of the Parv-positive sub-population of neurons in the parvafox nucleus are almost exclusively directed toward a small cylindrical zone lying ventral to the aqueduct in the periaqueductal gray matter (PAG) (Celio et al., 2013). The targets of the Foxb1-cell subpopulation of the parvafox nucleus are likewise located in and around the PAG, but occur also in a few other cerebral sites (Bilella et al., 2016). The inputs to the parvafox nucleus, as studied by trans-synaptic retrograde transport of rabies-virus, derive from a wide variety of brain sites, including orbitofrontal cortex, piriform cortex, olfactory tubercle, nucleus accumbens, caudoputamen, globus pallidus, diagonal band nucleus (NDB), substantia innominata (SI), bed nuclei of the stria terminalis (BST), anterior amygdalar area, central and medial amygdalar nucleus, thalamus [(lateral dorsal nucleus of the thalamus (LD), mediodorsal nucleus of the thalamus (MD)], midbrain (PAG, ventral tegmental area, midbrain reticular nucleus), pons, medulla oblongata [Gigantocellular reticular nucleus (GRN), Intermediate reticular nucleus (IRN)] (manuscript in preparation). The functions of this lateral hypothalamic parvafox nucleus are as yet unknown.

The identification of genes that are enriched in the neurons of the parvafox nucleus could reveal the presence of components that might provide an insight into the role(s) of this brain entity. A genome-wide molecular characterization of the parvafox nucleus has been already undertaken by a screening of the Allen Brain Atlas Database of *in-situ* hybridizations (ABA-ISH) (Girard et al., 2011). This former study disclosed 76 genes as being potentially co-expressed with Parv in the neurons of the parvafox nucleus, a large number of them being common to all Parv-positive neurons in the brain (e.g., those that are implicated in the regulation of potassium–channels). Somewhat surprisingly, only a few of the genes that encode neuromodulators or their receptors were found to be expressed in the parvafox nucleus.

With a view to complementing these early data and to disclosing genes encoding neuropeptides, neurotransmitters and their receptors, the entire transcriptome of the parvafox nucleus was subjected to a gene-microarray of laser-capture microdissected murine tissue. Armed with these data, we scrutinized the Allen Database of *in-situ* hybridizations (ABA-ISH; http://www.brain-map.org/) (Lein et al., 2007) and the BrainStars (B^*^)-Database of gene arrays (Kasukawa et al., 2011; http://brainstars.org/). The most significant outcome of this gene-array investigation was the discovery of glycine-receptor alpha subunits expressed in the parvafox nucleus.

## Materials and methods

### Mice

Adult C57BL/6 and GlyT2-EGFP mice of both sexes were used in this study. GlyT2-EGFP mice were a kind gift of Prof. Hanns Ulrich Zeilhofer (University of Zürich, Neuropharmacology). All animal experiments were carried out in accordance with the institutional guidelines of the University of Fribourg and with the permission of the Swiss federal and cantonal committee on animal experimentation.

### Gene-microarray analysis

Six C57BL/6 mice were killed by cervical dislocation. The brains were rapidly removed, mounted on cork platforms in OCT (Sakura Tissue-Tek), and frozen on pulverized dry ice. Prior to sectioning in a cryostat, the samples were stored at −80°C. Starting from the ventral surface, the brains were cut into 16-μm-thick horizontal sections at −18°C until the fornix was reached. At this point, the sections were respectively mounted in an alternating manner on MMI-membranes (Molecular Machines & Industries, Glattbrugg, Switzerland) and Superfrost-Plus glass slides (Menzel-Gläser, Braunschweig, Germany). The MMI-mounted sections were chemically fixed for 5 min in 100% ethanol at −18°C, air dried for 1 h in the cryostat chamber, likewise at −18°C and stored at −80°C for various periods of time until the time of laser-beam-aided microdissection. The Superfrost-Plus-mounted sections were chemically fixed for 10 min at ambient temperature in 4% paraformaldehyde diluted in phosphate-buffered saline (0.1M, pH 7.3). These sections were incubated overnight at 4°C with the horseradish-peroxidase-conjugated lectin *Vicia villosa* (EY Laboratories, San Mateo, California, USA) at a concentration of 20 μg/ml in 0.1 M Tris-buffered saline containing 0.1 mM MnCl_2_, 0.1 mM CaCl_2_, 0.1 mM MgCl_2_ and 0.1% Triton-X. The presence of the lectin staining was revealed after treatment with diaminobenzidine / hydrogen peroxide. Lectins such as *Vicia villosa* are markers of the perineuronal nets (Celio and Blümcke, 1994), which are abundant around the Parv-immunopositive neurons of the rodent parvafox nucleus (Mészár et al., 2012). The pattern of lectin staining on the Superfrost-Plus-mounted sections aided the localization of the parvafox nucleus on the adjacent, MMI-membrane-mounted ones.

Using vessels as landmarks, the corresponding parvafox region on the MMI-membranes was excised using the CellCut-Plus laser microdissection apparatus (MMI, Glattbrugg, Switzerland) of the Cellular Imaging Facility (CIF) at the University of Lausanne. The previously drawn trajectory was automatically excised using the precisely focused UV-laser beam. The dissected tissue samples were collected in special tubes bearing an adhesive surface on the interior of the cap (MMI, Glattbrugg, Switzerland). Finally, 350 μl of lysis buffer [Buffer RLT (Qiagen), supplemented with 1:100 β-mercaptoethanol] was added to each tube and the samples were immediately frozen at −80°C. The same protocol was used to extract tissue from regions encompassing the cerebral cortex (piriform and entorhinal cortex) and the hippocampus (CA2–CA3 area). These regions were arbitrarily chosen as a basis for comparison in so far they contain GABAergic, Parv-positive interneurons. Hence, from each murine brain, three regions were excised: the parvafox nucleus, the cortex and the hippocampus.

The entire RNA-pool of the microdissected cryosections was purified using the RNAeasy Plus Micro Kit (Qiagen, Hilden, Germany). The quantity and the quality of the RNA-extracts were respectively monitored in a NanoDrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and an Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, California, USA). For the final gene-array we used the tissue of two mice (m355 and m511) from which the RNA-extract was best preserved and at the highest concentrations. The samples of these animals were analyzed separately so as to furnish independent replicates. The RNA-samples were stored at −80°C until the time of amplification using the NuGEN Ovation® Pico WTA System V2 (NuGEN Technologies, San Carlos, California, USA) as previously described (Szabolcsi and Celio, 2015). The whole-transcript amplification, the labeling process and the gene-chip hybridization on an Affymetrix Mouse Gene 2.0 ST Array (Affymetrix, Santa Clara, California, USA) were performed in the Genomic Technologies Facility (GTF) at the University of Lausanne (UNIL). Excel spreadsheets containing the extracted data were produced alongside the original files that were generated using the Affymetrix GeneChip® System.

### Quantitative real-time-PCR

Verification of the results of the gene microarray was performed by quantitative real-time-PCR (qRT-PCR). The same cDNA samples as used for the microarray analyses were subjected to SYBR qRT-PCR. Nine particularly interesting genes found enriched in the parvafox nucleus of the mice in our microarray study (*Cbln1, Drd2, Ephb1, Foxb1, Glra1, Glra2, Glra3, Npb, Npsr1*) were selected for the assay. Actin beta (*Actb*) was chosen as internal normalization gene. The qRT-PCR reactions were performed using Rotor-Gene Strip Tubes (Starlab Switzerland, Muri, Switzerland) in FastStart Essential DNA Green Master (Roche, Rotkreuz, Switzerland) containing 0.5 μM gene-specific primers and 5 ng cDNA/tube. The sequence of the primer pairs is listed in Supplementary Table 3. Assays were performed with a Rotor-Gene 6000 by Corbett Research (QIAGEN, Basel, Switzerland). The cycling program initiated with a 10 min hold at 95°C, and the cycles consisted of 20 s hold at 95°C, 20 s hold at 60°C, 20 s hold at 72°C, with 40 repeats. All samples were run in triplicates and C_T_ values were averaged for final quantification.

### Immunohistochemistry

Three C57BL/6 and two GlyT2-EGFP mouse brains were fixed by perfusion through the heart of 0.9% NaCl solution followed by cold 4% paraformaldehyde (PFA) diluted in phosphate-buffered saline (0.1 M, pH 7.3) and post-fixed overnight in the same buffer. The brains were transferred to cryoprotectant solution (30% saccharose in Tris-buffered saline 0.1 M, pH 7.3) and cut into 40 μm-thick coronal sections with a freezing microtome (Frigomobil, Reichert-Jung, Vienna, Austria). C57BL/6 sections were incubated for various length of time (1 to 3 days) with Glyrα2 antibody (Santa Cruz; Dallas, TX, USA; sc 20133) diluted 1:250 to 1:1000 (together with the monoclonal Parv antibody 235 (1: 1000; Swant Inc., Marly, Switzerland). The specificity of the Glyrα2 antibody was tested on 40 μm-thick sections of the prefrontal cortex derived from adult Glra2-KO mice, a kind gift of Prof. Bert Brône's lab (Morelli et al., 2016) (data not shown). GlyT2-EGFP sections were incubated overnight with monoclonal anti-GFP (1:1000, Molecular Probes, Thermo Fisher Scientific, Reinach, Switzerland) and polyclonal Parv antibody (PV-25, 1:1000, Swant Inc., Marly, Switzerland). Glyrα2-immunolabeling was revealed with the fluorescent avidin-biotin method (Vector labs), whereas GFP- and Parv-immunolabeling was detected with fluorophore conjugated secondary antibodies (Jackson Immunochemicals). Images were taken by a Leica epifluorescence microscope (DM6000B) and a Leica TCS SP5 confocal laser microscope. Image analyses and three-dimensional reconstructions were performed with the Imaris 8.3 software module (Bitplane, Zürich, Switzerland).

### Immunoblot

To obtain hypothalamic protein extracts, two C57BL/6 mice were subjected to cervical dislocation, followed by removal of the brains and manual excision of the hypothalamic, cortical and hippocampal regions. Total protein content of the excised tissue was extracted by ultrasonication in Tris-EDTA solution. Protein extracts were subjected to 10% SDS-gel-electrophoresis (50 μg protein) followed by transfer on nitrocellulose paper and immunoblot using an antibody directed against Glyrα2 (Santa Cruz, sc20133) diluted 1:500. The bound antibody was revealed with an HRP-labeled secondary antibody and the reaction amplified by chemiluminescence.

### Informatics

Data were pre-processed and normalized using the robust multi-array average (RMA) approach and the software “Expression Console” provided by Affymetrix (version 1.2.1.20). The data were evaluated using the programming language R (version 2.14.2) and Partek® Genomics Suite™ software (Partek Inc., St. Louis, Missouri, USA). Gene lists were prepared by the Genomic Technologies Facility of Lausanne using the Bioconductor package limma in R. NCBI Gene Expression Omnibus (GEO) database accession number of the gene microarray data is GSE92955.

The data gleaned from our gene-microarray analysis were compared to those derived by mining the B^*^-database and the Allenminer screening (v1.5) (Davis and Eddy, 2009), in order to retrieve the three-dimensional expression files that were prepared from the ABA-ISH database (Lein et al., 2007) in a former study (Girard et al., 2011).

### Mining of the BrainStars (B^*^) database

BrainStars (B^*^) (http://brainstars.org/) is a quantitative expression database of the adult murine brain (Kasukawa et al., 2011); it contains a genome-wide expression-profile of 51 regions. We exploited this publicly available expression-profile database to check our own gene-microarray analysis. Data appertaining to the lateral hypothalamus were compared with those derived from the cerebral cortex and the hippocampus.

### Metacore software analysis

Further analysis of the data was performed using MetaCore (Thomson Reuters, New York, NY, USA), a data mining and pathway-analysis software facility, which is commonly implemented for a functional analysis of gene-microarray findings. The known and putative functions of specific genes, as well as their involvement in biological and molecular processes, were also studied, using the GO (Gene Ontology) bioinformatics platform and the UniProtKB/Swiss-Prot database.

## Results

### Gene-expression analysis of the parvafox nucleus

Using Partek® Genomics Suite™ software, we first examined the expression levels of the genes that are known to be enriched in the parvafox nucleus, such as *Slc17a6* and *Pvalb*, and of those that have been demonstrated to remain unexpressed, such as *Slc17a7* and *Gad1*. This analysis confirmed the expression levels of *Slc17a6*, the gene encoding the vesicular glutamate transporter 2 (Vglut2), to be higher in the parvafox nucleus than in either the cortex or the hippocampus. 

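The parvafox nucleus, the cerebral cortex and the hippocampus of mouse 355 and mouse 511 were captured by laser and measured on Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per region and mouse and 6 arrays in all. The nucleus was located on neighboring sections stained with a lectin that marks perineuronal nets, so a rise of genes of these nets would be no independent finding between regions. The 10 measured perineuronal net genes had no shift as a list against the cortex (adjusted p = 0.903 from limma's camera) or the hippocampus (adjusted p = 0.871). In limma adjusted over the list alone, 0 passed against the cortex, and 1 was higher and 2 were lower against the hippocampus. The authors normalized the arrays with RMA, and the deposited values are log2 signals of 41345 probe sets, of which 190 are controls. The median signal of an array lay between 3.54 and 3.68. Across probe sets, which are not independent replicates, Pearson's correlation of the 2 mice was 0.954 in the nucleus, 0.967 in the cortex and 0.972 in the hippocampus. Kdm5d, a gene of the Y chromosome, was higher in mouse 511 than in mouse 355 by 3.00 in the nucleus, 2.29 in the cortex and 2.94 in the hippocampus on the log2 scale, so the sex of the mice and the other differences between them go together. Xist lay between 6.39 and 6.98 on the arrays of mouse 355 and between 3.50 and 3.85 on those of mouse 511. From the deposited values, limma was fitted to all 6 arrays with region and mouse as terms, and p-values were adjusted by Benjamini-Hochberg over all probe sets. The annotation gives 1 gene symbol for 23521 probe sets, several for 1814 and none for 16010, and genes are named here only from the first kind. The number of arrays limits the precision of every value.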

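Vglut2 loads glutamate into the synaptic vesicles of many neurons below the cortex, among them those of the parvafox nucleus. Its gene, Slc17a6, had a brighter signal in the nucleus than in the cortex and the hippocampus of each mouse. The log2 signal in the nucleus was 10.18 in mouse 355 and 9.53 in mouse 511. The reference regions varied more between the animals, with 8.24 in mouse 355 and 6.24 in mouse 511 in the cortex, and 4.29 and 6.28 in the hippocampus. The smallest of the 4 within-mouse folds was 3.84, against the cortex of mouse 355, and the largest was 59.6, against the hippocampus of the same mouse. The log2 fold change was 2.61 against the cortex (standard error 0.95, adjusted p = 0.618 from limma) and 4.57 against the hippocampus (standard error 0.95, adjusted p = 0.31), so neither passed the test over all probe sets.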

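Parvalbumin is a calcium-binding protein that marks the neurons of the parvafox nucleus and also a class of inhibitory interneurons in the cortex and the hippocampus. The signal of its gene, Pvalb, was therefore compared region by region within each mouse. In the nucleus, the log2 signal was 7.80 ± 0.15 (SD, n = 2 mice), and in the hippocampus it was 6.89 ± 0.16 (SD, n = 2). The cortex differed between the animals, with 7.95 in mouse 355 and 5.74 in mouse 511. Within mouse 355 the difference between nucleus and cortex was -0.05, and within mouse 511 it was 1.96. Against the hippocampus, the nucleus was 1.88-fold higher in mouse 355 and 1.89-fold higher in mouse 511. The log2 fold change over both mice was 0.96 against the cortex (standard error 0.56, adjusted p = 0.74 from limma) and 0.91 against the hippocampus (standard error 0.56, adjusted p = 0.686), and Pvalb was not 2-fold higher in all 4 comparisons.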

*Pvalb* is expressed in both the cortex and the hippocampus, but at a much higher level in the parvafox nucleus. The expression levels of *Slc17a7* (encoding Vglut1) and *Gad1* (coding for the GABA-synthesizing enzyme glutamate decarboxylase 1) in the parvafox nucleus were low compared to those in the cortex and the hippocampus (not shown).

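Vglut1 is the glutamate transporter of cortical and hippocampal principal neurons, and Gad1 makes GABA in inhibitory neurons. Both genes were dimmer in the nucleus than in each reference region of each mouse. Slc17a7, which encodes Vglut1, had a log2 signal of 3.70 ± 0.60 (SD, n = 2 mice) in the nucleus, close to the median of all probe sets, against 9.73 ± 0.32 in the cortex and 9.81 ± 0.03 in the hippocampus. Its log2 fold change was -6.03 against the cortex (standard error 0.35, adjusted p = 0.172 from limma) and -6.11 against the hippocampus (standard error 0.35, adjusted p = 0.117), and it passed in both when only the probe sets of 1 gene symbol were tested. Gad1 was lower by a log2 fold change of -1.57 against the cortex (standard error 0.25, adjusted p = 0.394) and -1.81 against the hippocampus (standard error 0.25, adjusted p = 0.226).
Other genes of principal neurons behaved like Slc17a7. Of 21 measured genes of cortical and hippocampal excitatory neurons, 15 were at least 2-fold lower in all 4 within-mouse comparisons and 0 were higher. By camera the list fell against the cortex (median log2 fold change -2.13, adjusted p = 2.3e-28) and against the hippocampus (median -2.44, adjusted p = 2.5e-29). With an estimated correlation between genes, these calls were lost (adjusted p = 0.443 and 0.36). That setting also lowers the degrees of freedom of the test to the 2 residual ones. Lists with an estimated correlation below the preset 0.01 lost their calls too, such as CA2 and CA3 genes at -0.08. Here and below, such a loss can therefore not be laid to correlated genes alone. In limma adjusted over the list alone, 19 genes were lower against the cortex and 20 against the hippocampus, and over all probe sets 0 were, with the same counts of 19 and 20 at an unadjusted p under 0.05. Neurod6, a transcription factor of these neurons, lay at 3.13 and 3.27 in the nucleus and at 8.14 and 8.81 in the hippocampus, with 5.27 in the cortex of mouse 355 and 9.28 in that of mouse 511. Slc30a3, the vesicular zinc transporter, had a mean difference of -3.93 over the 4 comparisons and Ddn, a dendritic protein, of -3.61.
Of 12 measured genes of GABAergic neurons, 6 were at least 2-fold lower in all 4 comparisons, among them Sst, Npy and Dlx5, with mean differences of -2.09, -2.50 and -2.10. The list fell against both regions by camera (adjusted p = 5.5e-10 against the cortex and 1.2e-07 against the hippocampus, and 0.443 and 0.36 with an estimated correlation). Of the 12, 9 were lower against the cortex and 6 against the hippocampus when adjusted over the list alone. Genes of CA2 and CA3 neurons fell against the cortex (adjusted p = 9.8e-04, and 0.443 with an estimated correlation, for 12 genes with a median of -0.45) and did not pass against the hippocampus (adjusted p = 0.0684). It was the 1 list that passed by fry, against the cortex (adjusted p = 0.012). For 13 genes of cortical layers and the piriform cortex, of which Lamp5 and Nr4a2 were 2-fold lower in all 4 comparisons, the list fell by camera against the cortex with a median of only -0.04 (adjusted p = 0.0108, and 0.458 with an estimated correlation) and against the hippocampus with a median of -0.65 (adjusted p = 0.0268, and 0.36 with an estimated correlation). The call against the hippocampus was also lost under cyclic loess (adjusted p = 0.0738, within a range of 0.0145 to 0.36 over the alternatives). The paper took its hippocampus samples from the CA2 and CA3 area and its cortex samples from piriform and entorhinal cortex. Neither list separated these references by camera. The median of cortex minus hippocampus was 0.288 for CA2 and CA3 genes (adjusted p = 0.122) and -0.01 for genes of cortical layers and the piriform cortex (adjusted p = 0.963).

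**Figure D1:**
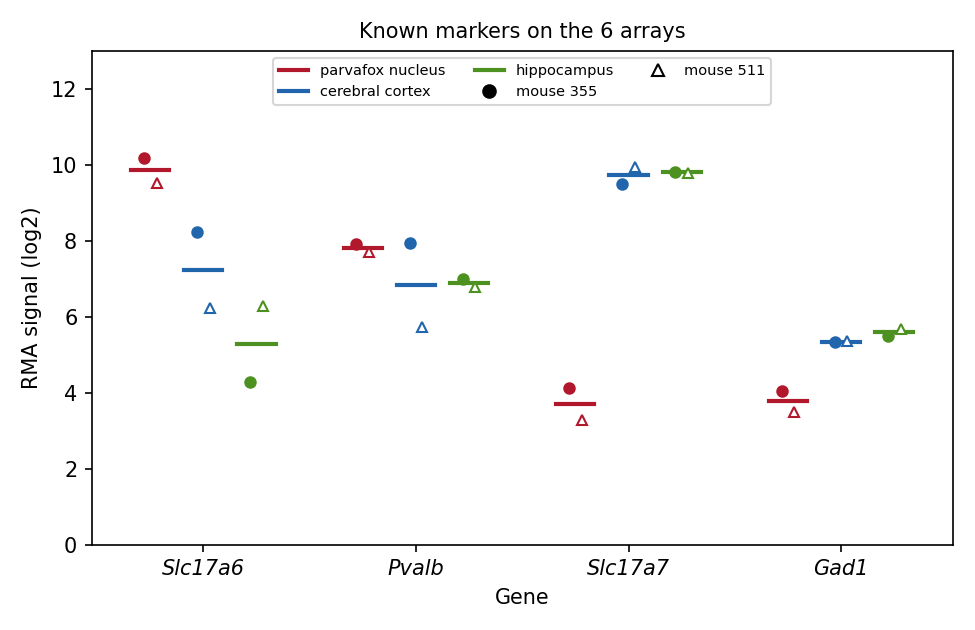
RMA signal on the log2 scale of the 4 genes known beforehand as present or absent in the parvafox nucleus. Circles are mouse 355, triangles mouse 511 and bars the mean of the 2 mice in each region. Slc17a7 and Gad1 lie lowest in the nucleus. Slc17a6 and Pvalb differ between the mice in the cortex, and Slc17a6 also in the hippocampus.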

A further analysis of the data was conducted using the Bioconductor package limma in R. A gene was considered to be enriched in the parvafox nucleus if its expression levels in the mice were 2-fold higher than those in both the hippocampus and the cortex. This was a very strict selection criterion, and its investigation revealed the enrichment of 67 genes in the parvafox nucleus (Table 1). 

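Melanin-concentrating hormone is a peptide made by neurons of the lateral hypothalamus. Its gene, Pmch, separated the captured nucleus from the reference regions more than any other gene with a symbol that passed the 2-fold rule. Its log2 signal was 10.25 in mouse 355 and 9.81 in mouse 511 in the nucleus, 4.19 and 3.40 in the cortex, and 3.14 and 2.96 in the hippocampus. The signals in the hippocampus and in the cortex of mouse 511 lay below the medians of those arrays, so the size of its fold changes depends on the background. In limma, Pmch was the 1 probe set past an adjusted p of 0.05 against the hippocampus, with a log2 fold change of 6.98 (standard error 0.23, adjusted p = 0.0496), while 3952 probe sets had an unadjusted p under 0.05. Its fold change of 6.24 against the cortex (standard error 0.23, adjusted p = 0.0846) did not pass, and 0 probe sets did, with 3261 at an unadjusted p under 0.05. Vip and Ccn3 came next against the hippocampus, with log2 fold changes of -4.52 and -4.96 and an adjusted p of 0.0681 each. The nucleus signals of Vip, 3.41 and 2.85, lay below the medians of those arrays, so the size of its fold change depends on the background too. Without the mouse as a term, 6 probe sets passed against the cortex and 20 against the hippocampus. With any 1 of the 6 arrays left out, Pmch no longer passed against the hippocampus, and the smallest adjusted p of any probe set there lay between 0.169 and 0.576. Tested over the probe sets of 1 gene symbol alone, 8 passed against the cortex and 34 against the hippocampus. Between the reference regions, 0 probe sets passed in limma, with 1958 at an unadjusted p under 0.05.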

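Among the genes at least 2-fold higher in the nucleus than in both reference regions of each mouse were Sfrp5, a secreted regulator of Wnt signals, Igsf1, a membrane protein of the immunoglobulin family, the noncoding RNA Rmst and the transcription factor Ebf3. The mean log2 difference over the 4 within-mouse comparisons was 3.15 for Rmst, 2.78 for Sfrp5, 2.68 for Igsf1 and 2.67 for Ebf3. The folds of Ebf3 lay between 5.49 and 7.46. A dimmer probe set of Rmst was also higher in the nucleus, by 1.08 and 1.53 in mouse 355 and by 0.83 and 0.97 in mouse 511. Trav9d-3, a T cell receptor gene segment, passed at its brightest probe set with a mean difference of 3.29, while its 4 other probe sets did not pass and were lower than the cortex in mouse 511, by 0.22 to 3.11.
Of all probe sets, 101 passed the rule and 195 were at least 2-fold lower in the nucleus in all 4 comparisons. The 101 comprised 50 probe sets with 1 gene symbol, 6 with several and 45 without a gene in the annotation. At the brightest probe set of each gene, 48 genes passed, of which 47 had an unadjusted p under 0.05 against both regions in limma. Pmch alone passed after adjustment, against the hippocampus. The median nucleus signal was 6.90 for the 50 probe sets of 1 gene and 5.46 for the 45 without a gene. On the 3 comparisons left, an alternative chosen after the values were seen, 161 probe sets passed without the cortex array of mouse 511 and 248 without that of mouse 355.
The rule has no test, so it was also applied with a different target region in each mouse, for example the nucleus in mouse 355 and the cortex in mouse 511. The 6 such assignments gave 27 to 47 probe sets, 31.8 on average. Among probe sets with 1 gene symbol they gave 5 to 8, and among those without a gene 20 to 39. Applying the rule to each mouse, the paper states that the 67 genes of Table 1 are enriched in the parvafox nucleus.

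**Figure D2:**
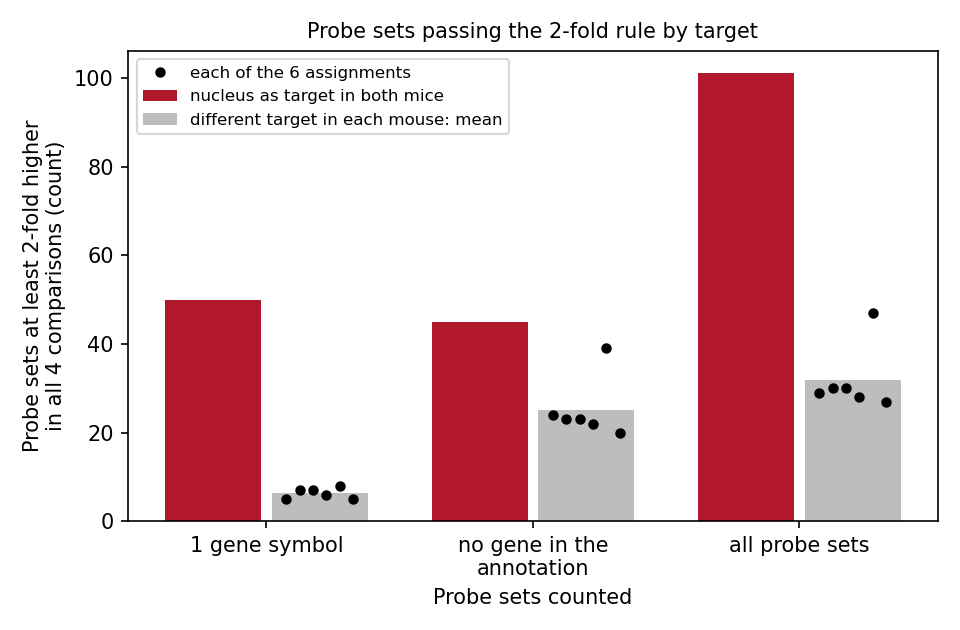
Number of probe sets at least 2-fold higher in the target region in all 4 within-mouse comparisons. Red bars take the nucleus as target in both mice, grey bars are the mean of the 6 assignments with a different target in each mouse, and points are these assignments. With 1 gene symbol the nucleus gives 50 against at most 8, and without a gene 45 against at most 39.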

The ABA-ISH and the B^*^ database were screened for the specific expression of each of these genes in the region occupied by the parvafox nucleus. The function of these genes was ascertained by a search of the UniProtKB/Swiss-Prot database. The genes that were enriched in the parvafox nucleus (Table 1) can be classified as follows: neuropeptide activity (*Adcyap1, Npb, Nxph4, Pmch*), receptors (*Glra2, Gpr139, Vmn1r7*), transporters (*Slc17a6*), chloride channels (*Ano4*), enzymes (*Agxt2l1, Dgkk, Fam113b, Gpx3, Hyi, Phyhd1, Plcb4, Ucp2*), peptide-hormone precursors (*Agt*), transcription factors (*Ddx5, Ebf3, Pitx2*), peptidase inhibitors (*Itih3, Serpinb1b*), apolipoprotein (*Apoc1*), angiogenesis regulators (*Baiap3*), cytoskeleton growth regulator (*Capza1*), nucleosome-interacting proteins (*Hist1h1b, Hmgxb4*), cell recognition (*Igsf1*), cell-cell adhesion (*Fndc3a, Mpp7*), neural development (*Slitrk6*), cell growth and differentiation (*Sfrp5*), regulators of membrane traffic (*Rhobtb3, Yif1a*), unknown functions (*Lhfpl3, Lhfpl5, Mthfd2l, Rnf122, Trav9d*-3, *Zfp455, Zfp784*), non-coding RNA (*Rmst, Rny1, Snord42b*), and RNA-processing (*Scarna3a*). 

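The neuropeptide genes of the list encode signals that hypothalamic neurons release, and its receptors and enzymes cover several signaling routes. Adcyap1, the gene of PACAP, had a log2 signal of 8.20 ± 0.24 (SD, n = 2 mice) in the nucleus, 6.06 ± 0.49 in the cortex and 4.68 ± 1.53 in the hippocampus. Nxph4, which encodes neurexophilin 4, was 2.23-fold to 14.9-fold higher in the nucleus, with both extremes against the hippocampus. The orphan receptor gene Gpr139 had a mean log2 difference of 2.00 over the 4 comparisons. Vmn1r7, a vomeronasal receptor gene, had one of 1.19 at a nucleus signal of 4.39, near the median of 3.66 of all probe sets. Among the enzymes, the mean difference was 2.49 for Dgkk, 2.13 for Etnppl (Agxt2l1 in the paper), 1.66 for Hyi and 1.31 for Pced1b (Fam113b in the paper). The chloride channel gene Ano4 had a mean difference of 1.44, the apolipoprotein gene Apoc1 one of 2.36 and the RNA helicase gene Ddx5 one of 1.81. The linker histone gene H1f5 (Hist1h1b in the paper) was uneven, with 5.08 and 6.88 in the nucleus, 2.71 and 5.34 in the cortex and 2.94 and 2.27 in the hippocampus. Hmgxb4 and Yif1a lay just above the rule, with folds of 2.09 to 2.27 and 2.08 to 2.43.
Of 25 measured hypothalamic neuropeptide genes, 3 were at least 2-fold higher in all 4 comparisons (Pmch, Adcyap1 and Npb) and 3 lower, and the list had no shift by camera (adjusted p = 0.401 against the cortex and 0.546 against the hippocampus), although it fell against the cortex without the cortex array of mouse 355 (adjusted p = 0.0491). Adjusted over the list alone, 2 were higher and 2 lower against the cortex, and 4 and 4 against the hippocampus. Transcription factors of the hypothalamus rose as a list of 30 genes against the cortex (median log2 fold change 0.28, adjusted p = 1.9e-04, and 0.443 with an estimated correlation) and the hippocampus (median 0.26, adjusted p = 4.6e-04, and 0.36 with an estimated correlation). Adjusted over the list alone, 1 gene was higher against each region, and the list holds Ebf3, Foxb1 and Lhx1, which the study chose on these samples, so it is not independent evidence of direction. Nkx2-2 had a mean difference of 1.29 and Dlx5 was lower in all 4 comparisons. The 30 neuromodulator receptor genes, to which Gpr139 belongs, had no shift (adjusted p = 0.879 and 0.623), nor did 10 genes of thalamic neurons (adjusted p = 0.245 and 0.168), of which Slitrk6 was 2-fold higher throughout.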

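Angiotensinogen and the inter-alpha trypsin inhibitor chain Itih3 are made by astrocytes, and the capture took whole tissue with its glia. From cell shapes in Allen atlas in situ images, the paper suspected a glial source, and its Table 1 lists both genes as glial only. Agt had a log2 signal of 9.95 ± 0.21 (SD, n = 2 mice) in the nucleus, and Itih3 had 9.02 in mouse 355 and 8.73 in mouse 511. In the cortex, Agt was 8.59 and 7.00 and Itih3 6.65 and 4.21, so the cortex of mouse 511 was lower by 1.59 and 2.44. The log2 fold change of Agt was 2.16 against the cortex (standard error 0.47, adjusted p = 0.483 from limma) and 2.12 against the hippocampus (standard error 0.47, adjusted p = 0.326). For Itih3 it was 3.44 (standard error 0.65, adjusted p = 0.44) and 3.61 (standard error 0.65, adjusted p = 0.27). They are the 2 genes of the 48 passing the rule that stand on the lists of astrocytes, oligodendrocytes, microglia, vessels, meninges or blood. These lists hold chosen markers only, so other glial genes among the 48 would go uncounted.
The list of 18 astrocyte genes rose against the cortex (median log2 fold change 0.46, adjusted p = 1.9e-04 from camera, and 0.443 with an estimated correlation) and the hippocampus (median 0.46, adjusted p = 0.0268, and 0.373 with an estimated correlation). Against the cortex the mice were uneven, with a median difference of 0.151 in mouse 355 and 0.958 in mouse 511. The cortex array of mouse 511 was lower than that of mouse 355 by a median of 0.454 for these genes. Agt and Itih3, which the study chose on these samples, are among the 18, so the list is not independent evidence of direction. Slc6a11, a GABA transporter of astrocytes, had a mean difference of 1.72, whereas Slc1a2, a glutamate transporter of the same cells, was 8.89 and 8.97 in the nucleus and 9.23 and 9.43 in the cortex. For astrocyte genes adjusted over the list alone, 0 were higher against the cortex in limma, with 4 at an unadjusted p under 0.05, and 3 were higher against the hippocampus.
Oligodendrocyte genes rose against the hippocampus (17 genes, median 2.30, adjusted p = 8.2e-19, and 0.36 with an estimated correlation), 16 of them when adjusted over the list alone. Against the cortex their median was 0.51 (adjusted p = 2.2e-05, and 0.458 with an estimated correlation), and without the cortex array of mouse 511 the adjusted p was 0.0716. Ermn and Aspa, genes of myelinating cells, had log2 fold changes of 3.42 and 2.77 against the hippocampus and 0.63 and 0.91 against the cortex. Microglial genes fell against the cortex (13 genes, median -0.39, adjusted p = 2.0e-04, and 0.458 with an estimated correlation), a call that was lost without the cortex array of mouse 511 (adjusted p = 0.245), and against the hippocampus (median -0.47, adjusted p = 2.2e-04, and 0.36 with an estimated correlation). Csf1r, for example, was 6.29 and 6.76 in the nucleus and 7.32 and 7.43 in the hippocampus. Endothelial genes (adjusted p = 0.903 and 0.968) and mural genes (adjusted p = 0.155 and 0.0836) had no shift. Genes of the meninges, choroid plexus and ependyma fell against the hippocampus alone (median -0.28, adjusted p = 0.00256, and 0.36 with an estimated correlation), where Dcn was 10.1 in both mice against 6.02 and 6.72 in the nucleus. The 3 measured blood genes were not tested, and their median log2 fold changes were 0.21 and 0.32.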

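Predicted genes and RIKEN cDNAs are transcribed sequences whose products are mostly not known. The brightest of them with a gene symbol, Gm3515, had a log2 signal of 7.89 in mouse 355 and 9.16 in mouse 511 in the nucleus, against 6.04 and 5.60 in the cortex and 5.05 and 5.22 in the hippocampus. Its log2 fold change was 2.70 against the cortex (standard error 0.44, adjusted p = 0.394 from limma) and 3.39 against the hippocampus (standard error 0.44, adjusted p = 0.222). The RIKEN cDNA 1700047M11Rik had a mean log2 difference of 2.44 over the 4 within-mouse comparisons, and 1110015O18Rik one of 2.27 at a dim nucleus signal of 4.83. The reference signals of 1110015O18Rik, from 2.368 to 2.865, lay below the array medians, so the size of its difference depends on the background. A230001M10Rik and 3110083C13Rik passed the 2-fold rule with mean folds of 2.80 and 2.78. Gm4988 passed it at a nucleus signal of 3.87, so its fold of 2.07 to 2.90 rests on values near the dim end of the array.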

Eight predicted genes, 6 RIKEN-cDNAs and 7 non-characterized sequences were also enriched. We then expanded the initial list with 15 potential genes (*Cbln1, Drd2, Ephb1, Foxb1, Glra1, Glra3, Kcnab3, Lgi2, Lhx1, Lrrc6, Ndufs1, Npsr1, Penk, Vamp1, 5830454E08Rik*), which initially failed the selection criteria but appeared to be highly overexpressed in either the hippocampus or the cortex, or in one of the mice (Table 1), thus raising the total number of genes potentially expressed in the parvafox nucleus to 82.

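The added genes encode transmitter receptors, a secreted synapse organizer, an opioid peptide precursor and transcription factors. Penk, the gene of preproenkephalin, was 8.89 and 7.73 on the log2 scale in the nuclei of mouse 355 and mouse 511, 7.47 and 10.15 in the cortex, and 5.40 and 5.72 in the hippocampus. Drd2, the dopamine D2 receptor gene, had the same pattern, with 7.27 and 6.61 in the nucleus and 5.71 and 8.91 in the cortex. Both are also genes of striatal neurons, and 17 of 23 such genes were brighter by at least 1 on the log2 scale in the cortex array of mouse 511 than in that of mouse 355. Without Drd2, Penk and Scn4b, 15 of 20 were. Lhx1, a transcription factor gene, was 5.66 and 4.12 in the nucleus and between 3.39 and 3.70 in the other regions, so mouse 355 alone passed 2-fold. Vamp1, a vesicle protein gene of fast-spiking neurons, equalled the cortex in mouse 355 (fold 0.984) and was 2.85-fold higher in mouse 511, with folds of 4.69 and 4.96 against the hippocampus. Lgi2 missed the rule only in the cortex of mouse 355, with a fold of 1.32. Lrrc6 had a mean log2 difference of 0.63 over the 4 comparisons, and 5830454E08Rik one of 0.60. Ndufs1, a subunit of mitochondrial complex I, lay between 6.86 and 7.26 on all 6 arrays at the probe set used here. None of the 15 added entries passed the rule, and none of those named here passed limma against either region, where the smallest adjusted p among Penk, Drd2, Vamp1 and Lgi2 was 0.286, for Vamp1 against the hippocampus.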

**Table 1:** **List of the 82 genes that were enriched in the parvafox nucleus relative to the expression levels in the cortex and/or the hippocampus in our own gene-microarray analysis, and their localization counter-checked in the ABA-ISH database**.

**Gene**	**Complete name**	**fc_m355_nu_cx**	**fc_m355_nu_hp**	**fc_m511_nu_cx**	**fc_m511_nu_hp**	**NOT in ABA**	**NEG in ABA**	**POS in ABA**	**POS in LH**	**POS in parvafox**
**Adcyap1**	Adenylate cyclase activating polypeptide 1	3.92	27.23	5.00	4.81				v	v
**Agt**	Angiotensinogen	2.33	3.27	8.61	5.77				v	v (glia)
**Agxt2l1**	Alanine-glyoxylate aminotransferase 2-like 1	2.26	4.45	6.15	5.99				v	
**Ano4**	Anoctamin 4	2.12	2.83	3.20	2.81			v		
**Apoc1**	Apolipoprotein C-I	3.67	4.45	6.42	6.59				v	
**Baiap3**	BAI1-associated protein 3	2.21	3.72	2.86	3.57				v	
**Capza1**	Capping protein muscle Z-line, alpha 1	2.09	2.38	3.90	2.65				v	v
*Cbln1*	Cerebellin-1-precursor	4.51	4.17	2.68	1.74					v
**Ddx5**	DEAD (Asp-Glu-Ala-Asp) box polypeptide 5	2.85	3.42	2.04	7.50				v	v
**Dgkk**	Diacylglycerol kinase kappa	2.85	5.02	7.65	9.05				v	
*Drd2*	Dopamine 2 receptor	2.95	2.83	−4.95	2.29					v
**Ebf3**	Early B cell factor 3	7.46	6.31	5.49	6.33		v			
*Ephb1*	Ephrin b1 receptor tyrosine kinase	2.19	2.13	1.25	2.18					v
**Fam113b**	Family with sequence similarity 113, member B	2.46	2.33	2.61	2.54		v			
**Fndc3a**	Fibronectin type III domain containing 3A	2.65	2.55	2.60	2.55				v	v
*Foxb1*	Transcription factor	3.92	4.82	1.44	1.25		v			pos. in Literature
*Glra1*	Glycine receptor, alpha 1 subunit	−1.91	3.86	1.90	2.62					v
**Glra2**	Glycine receptor, alpha 2 subunit	3.11	6.32	3.71	4.98				v	v
*Glra3*	Glycine receptor, alpha 3 subunit	−1.19	10.41	21.52	16.93					v
**Gpr139**	G protein-coupled receptor 139	6.71	5.73	2.45	2.71		v			
**Gpx3**	Glutathione peroxidase 3	3.05	8.79	3.15	3.02				v	v
**Hist1h1b**	Histone cluster 1, H1b	5.18	4.42	2.89	24.43			v		
**Hmgxb4**	HMG box domain containing 4	2.09	2.27	2.27	2.23		v			
**Hyi**	Hydroxypyruvate isomerase homolog (E. coli)	4.04	2.87	3.98	2.18		v			
**Igsf1**	Immunoglobulin superfamily, member 1	2.89	2.90	14.59	13.69		v			
**Itih3**	Inter-alpha trypsin inhibitor, heavy chain 3	5.16	13.88	22.97	10.69				v	v (glia)
*Kcnab3*	Potassium channel, beta3, shaker type	2.09	2.44	1.43	−1.26					v
*Lgi2*	Leucine-rich g repeat	1.32	2.19	2.40	2.64					v
**Lhfpl3**	Lipoma HMGIC fusion partner-like 3	2.17	5.41	2.82	2.39		v			
**Lhfpl5**	Lipoma HMGIC fusion partner-like 5	3.90	5.19	4.99	2.27	v				
*Lhx1*	Lim-homobox protein 1	3.89	4.35	1.50	1.66					v
*Lrrc6*	Leucine rich repeat containing 6	−1.49	1.73	2.35	2.09					v
**Mpp7**	Membrane protein, palmitoylated 7	2.46	3.24	5.31	5.31			v		
**Mthfd2l**	Methylenetetrahydrofolate dehydrogenase 2-like	3.03	3.34	5.82	4.44		v			
*Ndufs1*	NADH dehydrogenase Fe-S protein 1	1.04	−1.35	2.03	3.18					v
**Npb**	Neuropeptide B	3.87	5.94	8.15	11.50		v			pos. in Literature
*Npsr1*	Neuropeptide S receptor	3.31	3.05	−4.50	1.20					v
**Nxph4**	Neurexophilin 4	6.02	14.85	4.93	2.23				v	v
*Penk*	Preproenkephalin	2.68	11.21	−5.37	4.01					v
**Phyhd1**	Phytanoyl-CoA dioxygenase domain containing 1	2.22	2.04	6.58	5.05	v				
**Pitx2**	Paired-like homeodomain transcription factor 2	3.06	2.83	6.61	5.78				v	v
**Plcb4**	Phospholipase C, beta 4	2.98	4.79	2.24	2.37			v	v	v
**Pmch**	Pro-melanin-concentrating hormone	66.57	137.92	85.36	115.62		v			
**Rhobtb3**	Rho-related BTB domain containing 3	2.71	3.10	2.39	2.14			v		
**Rmst**	Rhabdomyosarcoma 2 associated transcript	4.35	10.75	7.73	17.25	v				
**Rnf122**	Ring finger protein 122	2.12	2.31	3.41	2.18				v	v
**Rny1**	RNA, Y1 small cytoplasmic, Ro-associated	8.40	5.13	2.13	2.69	v				
**Scarna3a**	Small Cajal body-specific RNA 3A	4.03	5.56	4.08	5.62	v				
**Serpinb1b**	Serine peptidase inhibitor, clade B, member 1b	4.33	17.71	2.50	5.06			v		
**Sfrp5**	Secreted frizzled-related sequence protein 5	3.44	6.76	11.65	8.13			v		
**Slc17a6**	Solute carrier family 17, member 6	3.84	59.58	9.75	9.52				v	v
**Slitrk6**	SLIT and NTRK-like family, member 6	3.12	2.38	5.31	4.95			v		
**Snord42b**	Small nucleolar RNA, C/D box 42B	3.78	13.55	4.03	3.13	v				
**Trav9d-3**	T cell receptor alpha variable 9D-3	3.91	6.61	18.00	19.88	v				
**Ucp2**	Uncoupling protein 2	2.77	3.33	2.11	3.09			v		
*Vamp1*	vesicle associate membrane protein 1	−1.02	4.69	2.85	4.96					v
**Vmn1r7**	vomeronasal 1 receptor 7	2.08	2.58	2.01	2.51	v				
**Yif1a**	Yip1 interacting factor homolog A (S. cerevisiae)	2.43	2.08	2.20	2.22			v		
**Zfp455**	Zinc finger protein 455	3.18	3.78	2.31	2.13		v			
**Zfp784**	Zinc finger protein 784	5.04	2.87	2.29	2.06	v				
**1110015O18Rik**	RIKEN cDNA 1110015O18 gene	2.45	3.46	7.34	8.67	v				
**1700047M11Rik**	RIKEN cDNA 1700047M11 gene	3.85	3.47	5.37	12.00	v				
**3110083C13Rik**	RIKEN cDNA 3110083C13 gene	2.03	2.23	3.26	3.58	v				
**5031410I06Rik**	RIKEN cDNA 5031410I06 gene	2.09	2.91	4.10	6.81		v			
*5830454E08Rik*	RIKEN cDNA 5830454E08 gene	2.26	2.90	−1.69	1.38				v	
**A230001M10Rik**	RIKEN cDNA A230001M10 gene	2.23	3.38	2.11	3.48	v				
**B230323A14Rik**	RIKEN cDNA B230323A14 gene	4.47	5.23	6.74	6.73	v				
**Gm10408**	Predicted gene 10408	2.08	3.94	3.30	4.01	v				
**Gm10409**	Predicted gene 10409	2.08	4.36	3.95	2.51	v				
**Gm13157**	Predicted gene 13157	6.17	4.88	2.83	4.29	v				
**Gm19763**	Predicted gene, 19763	5.09	6.28	2.25	2.09	v				
**Gm3500**	Predicted gene 3500	2.01	2.66	2.45	2.55	v				
**Gm3515**	Predicted gene 3515	3.59	7.15	11.80	15.33	v				
**Gm410**	Predicted gene 410	2.22	2.61	2.91	2.73	v				
**Gm4988**	Predicted gene 4988	2.13	2.67	2.07	2.90		v			
**AffyID:17296943**	–	2.90	3.70	2.43	3.42	v				
**AffyID:17366828**	–	2.78	3.72	4.15	3.37	v				
**AffyID:17370057**	–	5.07	4.82	4.42	3.12	v				
**AffyID:17381937**	–	4.19	5.35	3.59	9.54	v				
**AffyID:17398719**	–	2.08	2.10	2.66	3.56	v				
**AffyID:17428186**	–	3.12	3.51	3.81	3.91	v				
**AffyID:17460252**	–	2.71	3.07	6.50	7.11	v				

*The enriched genes were selected on the basis of the fold-change values of each mouse represented in the 3rd to 6th column in the table (nu_cx, parvafox nucleus vs. cortex; nu_hp, parvafox nucleus vs. hippocampus). The gene-specific expression levels are represented by the log2 of the fluorescence intensity that was measured on the GeneChip®. The following possibilities were distinguished: absence from the ABA-database (NOT in ABA), negative results in the database (NEG in ABA), positive results in the database (POS in ABA), positive results in the database for the lateral hypothalamus (POS in LH), positive results in the database for the region that is occupied by the parvafox nucleus (POS in parvafox). The genes that are recognized for the first time to be enriched in the parvafox nucleus are indicated by a gray-shading of the background in the last column; those that were identified as being expressed in the parvafox nucleus in an earlier study by Girard et al. (2011) are not highlighted. Agt and Itih3 were exclusively expressed in glia (not in neurons). According to the ABA-ISH database, Npb and Foxb1 were not enriched in the hypothalamus, even though their expression in this region has been demonstrated by other authors, both immunohistochemically and by in-situ hybridization (Dun et al., 2005; Civelli et al., 2006)*.

(Genes that were found over-expressed compared to both the cortex and the hippocampus are formatted in bold, the genes over-expressed relative to either the cortex or the hippocampus and not both are in italic and underlined, and those that were found highly expressed in only one of the mice are in italic.)

By checking the expression of these 82 gene profiles in the ABA-ISH, their occurrence in the parvafox region of the lateral hypothalamus was confirmed visually for 26 (Table 1, last column), 10 of which were already known to occur in the parvafox region (Girard et al., 2011). Submitting these genes to an additional check with the B^*^ databases (Supplementary Table 1), this third criterion confirmed the enrichment of 13 of them (*Adcyap1, Agt, Cazpa1, Cbln1, Drd2, Fndc3a, Glra1, Glra2, Glra3, Gpx3, Itih3, Nxph4, Slc17a6*) in the parvafox nucleus. On the basis of morphological criteria in the ABA-ISH, we suspected that *Agt* and *Itih3* were expressed by glia rather than by neurons. Remarkably, both in the ABA-ISH and the B^*^ database, the results for neuropeptide b and *Foxb1* were negative (Table 1, Supplementary Table 1), despite they having been successfully identified by *in-situ* hybridization in the hypothalamus by other authors (Dun et al., 2005; Jackson et al., 2006; Schulz et al., 2007). Consequently, in these specific cases we interpret the ABA-ISH-database result as a false negative one.

For many of the other genes that were revealed by the microarray analysis to be enriched in the parvafox nucleus, corresponding confirmation in the ABA-ISH images or in the B^*^ database were either negative or not possible. For example, in the ABA-ISH the expression of 28 genes had not been performed and 14 genes were negative. Alternatively, the localization was either in the lateral hypothalamus at large (5 genes) or outside it (9 genes). In ABA-ISH images of sagittal sections, the parvafox nucleus was more difficult to identify with certainty, and the data were consequently less unequivocal. The findings of the detailed evaluation are summarized as a whole in the Table 1.

The most noteworthy result was the finding that the glycine-receptors subunit alpha-2 (*Glra2*) was expressed at higher levels in the parvafox nucleus than in both the cortex and the hippocampus, with a mean fold-change of +4.53 (Table 1). 

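The alpha-2 subunit forms the binding site of glycine receptors, the chloride channels that glycine opens. Glra2, its gene, was brighter in the nucleus than in both reference regions of each mouse. The log2 signal was 7.13 ± 0.12 (SD, n = 2 mice) in the nucleus, 5.36 ± 0.06 in the cortex and 4.64 ± 0.36 in the hippocampus. All 4 within-mouse folds passed the rule, from 3.11 against the cortex of mouse 355 to 6.32 against its hippocampus, with a mean of 4.53. The log2 fold change was 1.77 against the cortex (standard error 0.23, adjusted p = 0.31 from limma) and 2.49 against the hippocampus (standard error 0.23, adjusted p = 0.152). Neither passed over all probe sets. Over the probe sets of 1 gene symbol alone, Glra2 passed against the hippocampus and not against the cortex.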

The glycine-receptor subunit alpha-3 (*Glra3*), although excluded by our strict selection criteria, was also expressed at high levels in the parvafox nucleus, with a mean fold-change of +11.92 in mouse 511 (Table 1 and Figure 1B). 

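Glycine receptors combine alpha subunits with the beta subunit, which gephyrin anchors at the synapse. The subunits did not move together between the regions. Glra3 had a log2 signal of 5.90 in mouse 355 and 7.09 in mouse 511 in the nucleus, and 2.52 and 3.01 in the hippocampus. In the cortex it was 6.15 in mouse 355 and 2.67 in mouse 511, a difference of 3.49 between the animals. The folds against cortex and hippocampus were 21.5 and 16.9 in mouse 511, which average 19.2, but both reference signals lay below the array medians of 3.58 and 3.54, as did that of the hippocampus of mouse 355 (median 3.67), so the size of the folds against these arrays depends on the background. In mouse 355 they were 0.837 and 10.4, and over both mice, with a lower value written as a negative fold, the mean was 11.9. The log2 fold change of Glra3 was 2.09 against the cortex (standard error 1.17, adjusted p = 0.733 from limma) and 3.73 against the hippocampus (standard error 1.17, adjusted p = 0.454), and against the cortex it became -0.08 without the cortex array of mouse 511. Glra1 was 5.62 and 4.90 in the nucleus and 3.67 and 3.50 in the hippocampus, and its cortex values of 6.55 in mouse 355 and 3.97 in mouse 511 lay on either side of the nucleus. Glra4 stayed between 2.76 and 3.36 on all arrays, below the median of the array. Glrb, the beta subunit, was bright in every region, between 7.85 and 8.48, as was Gphn, between 7.53 and 8.12. Slc6a5, the neuronal glycine transporter of glycinergic axons, was 3.78 and 3.61 in the nucleus, and its highest value was 5.69 in the cortex of mouse 355. The paper imaged terminals labeled for this transporter, GlyT2, on neurons of the nucleus and proposes that their cell bodies may lie in the brainstem. A low transcript signal in the nucleus therefore does not bear on that input. The vesicular inhibitory transporter gene Slc32a1 was at least 2-fold lower in the nucleus in all 4 comparisons, with a mean difference of -2.01, and its dimmer probe set was lower too but not 2-fold throughout. The list of 8 measured glycinergic genes had no shift against the cortex (adjusted p = 0.903 from camera) and rose against the hippocampus (median log2 fold change 0.39, adjusted p = 0.0436, and 0.373 with an estimated correlation). This list holds Glra1, Glra2 and Glra3, which the study chose on these samples, so its rise is not independent evidence of direction. Adjusted over the list alone, 1 gene was higher (Glra2) and 1 lower (Slc32a1) against each region.

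**Figure D3:**
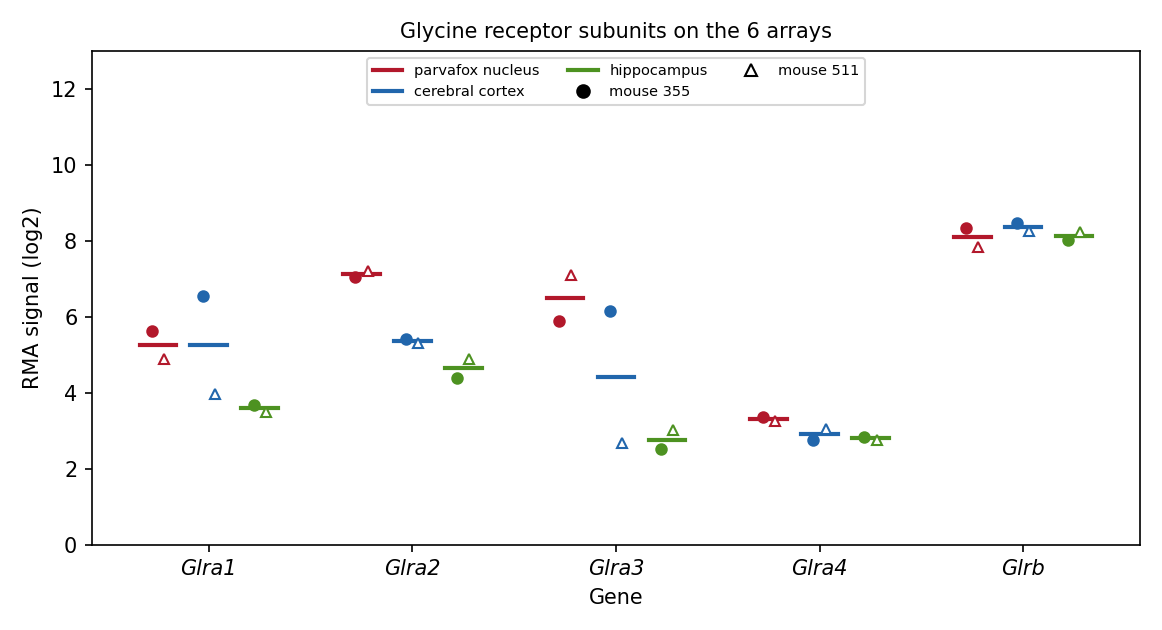
RMA signal on the log2 scale of the glycine receptor subunit genes on the 6 arrays. Circles are mouse 355, triangles mouse 511 and bars the mean of the 2 mice in each region. Glra2 is higher in the nucleus of both mice, and Glra1 and Glra3 are high in the cortex of mouse 355, at 6.55 and 6.15.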

Screening of the B^*^-microarray database revealed the glycine-receptor subunit alpha-1 (*Glra1*) to be likewise expressed at higher levels in the parvafox region (*FC* = 3.5) than in the hippocampus (see Supplementary Table 1). The expression of these three alpha-subunit isoforms of glycine receptors in the parvafox nucleus was confirmed by visual screening of the ABA-ISH database (Table 1, Figure 1) and for Glyrα2 additionally also by immunofluorescence staining with specific antibodies (Figure 2).

**Figure 1:**
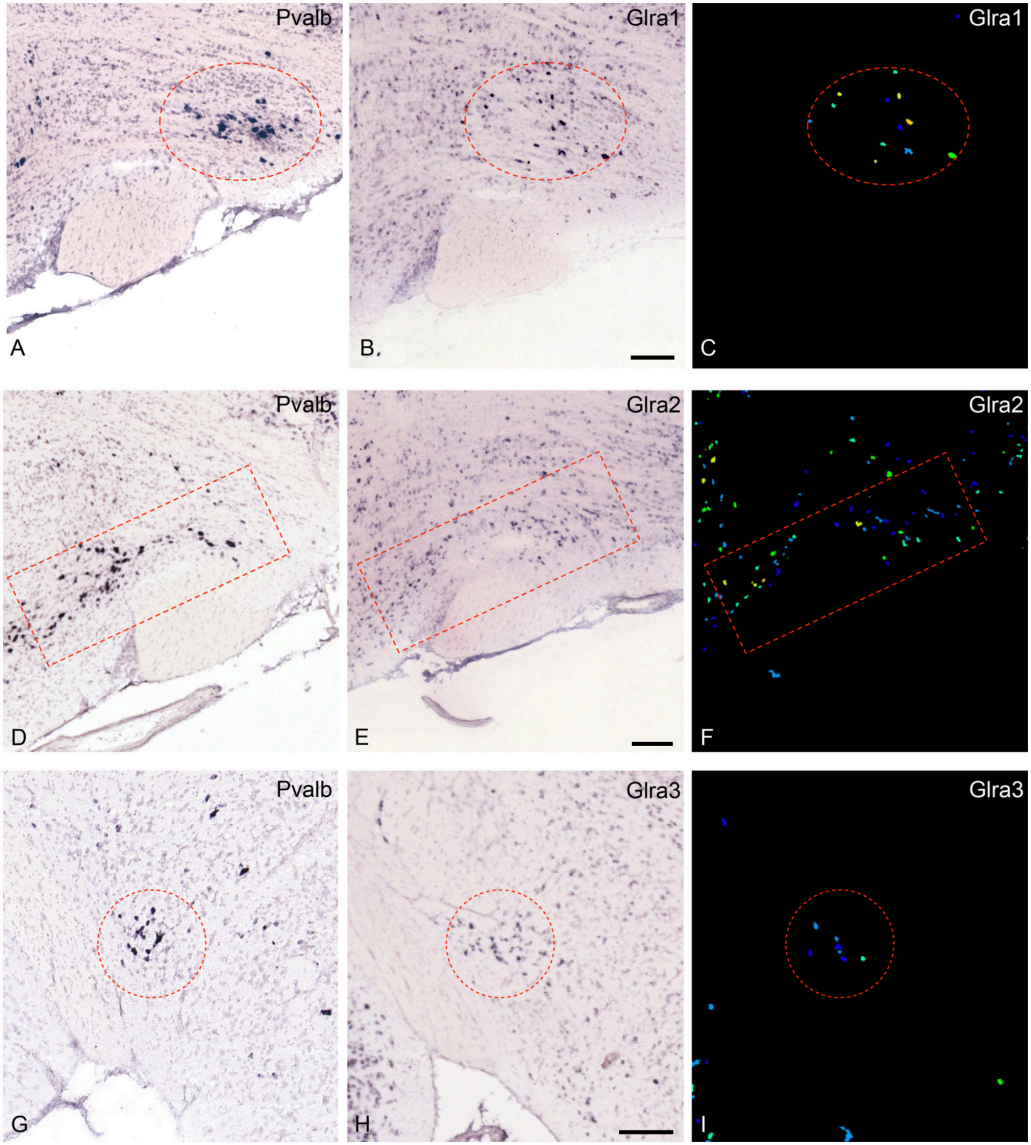
**Expression of the mRNA for the glycine-receptor subunits α-1, α-2 and α-3 in the parvafox nucleus as found in the ABA-ISH. (A,D,G)** *In situ* hybridization-images for *Pvalb*, downloaded from the ABA website, defining the location of the parvafox nucleus (surrounded by a red circle or rectangle). **(B,E,H)**: The mRNAs for the glycine-receptor subunits α-1, α-2, and α-3 are expressed within the confines of the parvafox nucleus. In **(C,F,I)** the expression level of Glra1, Glra2, and Glra3 is visualized with pseudocolors. **(A–F)** are sagittal sections and **(G–I)** coronal sections. (Image credit: Allen Institute.) Scale bars represent 100 μm.

**Figure 2:**
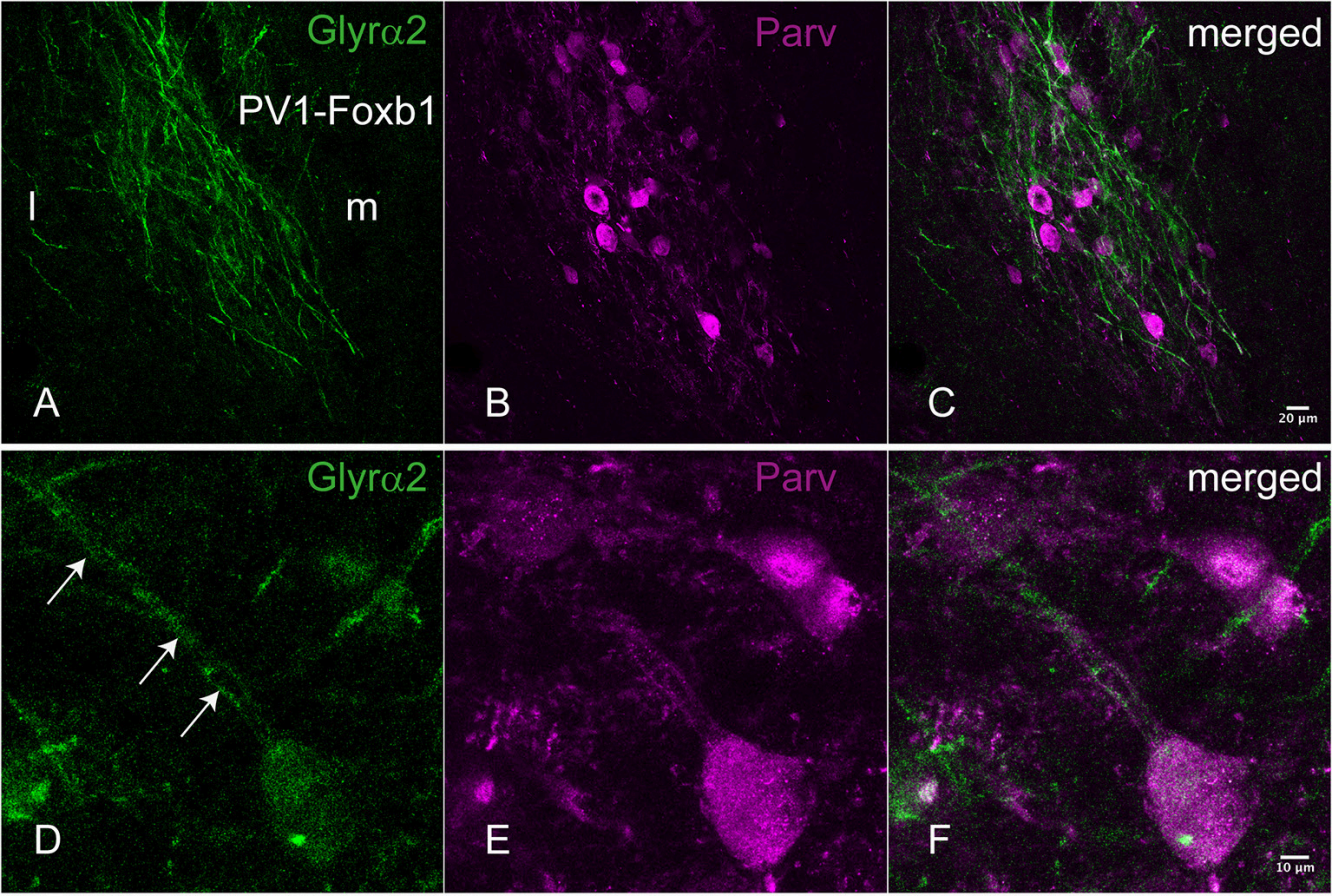
**Immunohistochemical localization of the Glyrα2 receptor in the parvafox nucleus**. In overview pictures, the Glyrα2 immunoreactive sites in the hypothalamus are concentrated in the ventrolateral hypothalamus and the mammillary nuclei. At low magnification, a meshwork of Glyrα2 immunoreactive fibers **(A)** is intermingled with Parv-immunoreactive neurons **(B,C)**. At higher magnification, Glyrα2 immunoreactivity decorates the dendrites (arrows, **D**) and cell body of Parv-positive neurons **(E,F)**.

### Quantitative real-time PCR

Nine genes of particular interest because of their role as markers or neuromodulators (for the extended list of genes see Table 1) were selected to verify the results of the gene microarray study and to confirm their expression in the region of the parvafox nucleus by quantitative real-time PCR (Table 2). We calculated the expression values based on the 2^−ΔΔ*C*T^ method as described in the paper of Livak and Schmittgen (2001). The log_2_FC values obtained by the qRT-PCR assay are listed in Table 3. Student's *t*-tests were performed to assess statistical significance. We were able to confirm the enrichment of 9 genes in the parvafox nucleus: *Cbln1, Drd2, Ephb1, Foxb1, Glra1, Glra2, Glra3, Npb* and *Npsr1*. *P*-values calculated to compare the ΔC_T_ values of the parvafox nucleus to the cortex and hippocampus of both mice showed that the enrichment was significant for all nine genes: *Cbln1* (*p* = 0.0054) *Drd2* (*p* = 0.003), *Ephb1* (*p* = 0.00009), *Foxb1* (*p* = 0.0008), *Glra1* (*p* = 0.013), *Glra2* (*p* = 0.000001), *Glra3* (*p* = 0.003), *Npb* (*p* = 0.00073) and *Npsr1* (*p* = 0.007) (Table 3). These results coincide with the microarray fold change values; however, in some cases the expression levels were considerably higher when measured by qRT-PCR (see Supplementary Table 2).

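The genes chosen for qRT-PCR cover receptors for glycine and dopamine, a neuropeptide, a synapse organizer, an ephrin receptor and a transcription factor. Of the 9 genes, 8 are compared here, in each mouse and against each reference region, which gives 32 pairs of log2 fold changes from array and qRT-PCR. The paper ran its qRT-PCR on the same cDNA samples as the arrays and normalized it to Actb, which the array folds here are not. Agreement between the methods is therefore no evidence from further animals, and the sizes are unlike measures. On the arrays, Actb was lower in the nucleus by 0.003 to 0.575 on the log2 scale. Subtracting it moves an array fold by no more than that and changes the sign of none. The sign was the same in 29 of these 32 pairs, positive in 28 of them, and the qRT-PCR values are the paper's. Glra1 against the cortex of mouse 355 was negative in both, at -0.94 on the array. The 3 pairs of opposite sign were Cbln1 against the hippocampus of mouse 511 (array 0.80), Drd2 against the cortex of mouse 511 (array -2.31) and Glra3 against the cortex of mouse 355 (array -0.26). The paper's qRT-PCR value was the larger in 26 pairs and by more than 1 on the log2 scale in 21, with a median of 3.70 against 1.60 on the array. For Glra2 against the hippocampus of mouse 511 the values were 2.32 on the array and 2.30 by the paper's qRT-PCR, and against the cortex of mouse 355 they were 1.64 and 0.28. Npb had the widest gap, with 3.52 on the array and 16.9 by the paper's qRT-PCR against the hippocampus of mouse 511. Its signal in that hippocampus was 3.27, below the array median of 3.54, so the size of the array value depends on the background. Ephb1 was between 0.33 and 1.13 on the array at its brighter probe set, and its dimmer probe set was -1.56 against the cortex of mouse 511. As a list, the 8 genes rose against the cortex (adjusted p = 2.0e-05 from camera, and 0.443 with an estimated correlation) and the hippocampus (adjusted p = 4.6e-08, and 0.36 with an estimated correlation). Of the 8, 3 were higher against the cortex and 5 against the hippocampus when adjusted over the list alone. The study chose these genes on these samples, so the list is not independent evidence of direction.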

**Table 2:** **A selection of 9 genes of particular interest because of their novelty and possible roles as markers or as neuromodulators (for an extended list of genes see Table 1) has been confirmed to be expressed in the transcriptome of the parvafox nucleus by qRT-PCR**.

	**Gene-array**	qRT PCR^*^	B^*^	**ABA**	**IC**	**Literature**
*Cbln1*	x	x	x	x		
*Drd2*	x	x	x	x		
*Ephb1*	x	x		x		
*Foxb1*	x	x		neg	x^**^	x
*Glra1*	x	x	x	x		
***Glra2***	**x**	**x**	**x**	**x**	**x**	
*Glra3*	x	x	x	x		
*Npb*	x	x		neg		x
*Npsr1*	x	x	No data	x		

We also examined the expression of these 9 genes in the BrainStars (B^*^) database and the ABA-ISH database, additionally we performed immunohistochemistry (IC) to validate the expression of Glra2 and Foxb1. Glra2 satisfies all five criteria for expression in the parvafox nucleus and represents the most robust result of this study. Cerebellin (Cbln1) and the dopamine 2 receptor (Drd2) meet four of the five criteria for occurrence in the parvafox nucleus.

Foxb1 and Npb are positive in our own gene-array and have been revealed by others (Dun et al., 2005; Civelli et al., 2006) to occur in the lateral hypothalamus, respectively in the parvafox nucleus (Bilella et al., 2014) but could not be confirmed neither in the ABA-ISH nor in the B^*^ databases.

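Foxb1 marks a cell population of the parvafox nucleus, and neuropeptide B is a ligand of G protein-coupled receptors in the hypothalamus. Npb was at least 2-fold higher in the nucleus in all 4 comparisons, with a log2 signal of 5.81 in mouse 355 and 6.79 in mouse 511. Its cortex and hippocampus values lay between 3.24 and 3.86, near the median of all probe sets. For Npb the log2 fold change was 2.49 against the cortex (standard error 0.33, adjusted p = 0.31 from limma) and 3.05 against the hippocampus (standard error 0.33, adjusted p = 0.169). Foxb1 was 5.82 in the nucleus of mouse 355 and 4.15 in that of mouse 511, against 3.55 to 3.84 in the other regions. Its folds were 3.92 and 4.82 in mouse 355 and 1.44 and 1.25 in mouse 511. For Foxb1 it was 1.25 against the cortex (standard error 0.50, adjusted p = 0.644) and 1.30 against the hippocampus (standard error 0.50, adjusted p = 0.522).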

* *p values calculated in Student's t-test (ΔCt of both nuclei vs. both cortex and hippocampus)*.

** *Positive in Foxb1-Cre-Egfp knock-in mice (Bilella et al., 2014)*.

**Table 3:** **Expression values presented as fold change on log_**2**_ scale obtained by qRT-PCR**.

	**Cbln1**	**Drd2**	**Ephb1**	**Foxb1**	**Glra1**	**Glra2**	**Glra3**	**Npb**	**Npsr1**
**log2FC NU vs. CX**									
AVG	4.03	1.89	4.21	1.96	3.07	1.23	2.29	4.62	1.67
SEM	0.86	0.54	0.57	0.25	2.30	0.32	0.45	0.45	0.62
*p* value	0.010618	0.034325	0.00611501	0.150336	0.156518	0.001574208	0.000616	0.003475	0.014121
**log2FC NU vs. HP**									
AVG	4.79	4.63	4.47	6.69	6.64	2.23	9.33	11.37	3.79
SEM	2.72	0.71	0.59	0.93	1.20	0.15	0.98	1.70	0.97
*p* value	0.034305	0.00072	1.0328E-05	2.47E-06	0.000141	4.03646E-13	4.79E-06	0.000126	0.003092
**log2FC NU vs. CX** + **HP**									
AVG	4.80	1.53	3.86	4.62	1.50	1.30	2.57	6.76	0.92
*p* value	0.005454	0.003403	9.0766E-05	0.000799	0.012946	6.00367E-07	0.003527	0.000728	0.007576
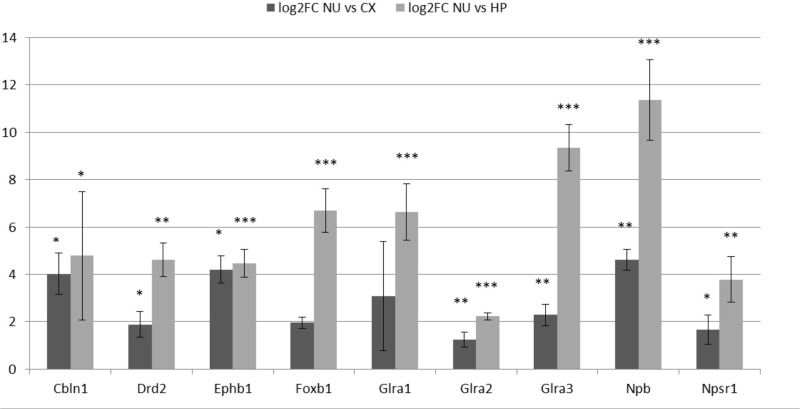									

Expression values were calculated based on the 2^−ΔΔCT^ method and then averaged. ΔC_T_ values of the parvafox nucleus were contrasted to ΔC_T_ values of the cortex, respectively to the ΔC_T_ values of the hippocampus; additionally, expression values were also calculated based on the ΔC_T_ values of the nucleus versus cortex AND hippocampus. When compared to the cortex, or to the hippocampus, the majority of the genes were significantly over-expressed in the parvafox nucleus, with exception of Foxb1 and Glra1 (compared to cortex). When compared to the cortex AND hippocampus, all the genes were significantly over-expressed in the parvafox nucleus. Error bars show SEM. (^*^p < 0.05, ^**^p < 0.005, ^***^p < 0.0005).

### Analysis of the putative roles of the genes that were enriched in the parvafox nucleus

We conducted a MetaCore (GeneGO)-enrichment analysis on a set of genes that had been revealed to be expressed in the parvafox nucleus by the combined results of the gene-microarray, the ABA-ISH database and the B^*^-database evaluations, as well as previous observations (Girard et al., 2011) (Table 4). This analysis revealed high expression levels of specific genes encoding proteins of various biological processes, the most noteworthy being synaptic transmission (Ionotropic glutamate receptor, Kv1.2, GluR5, Galpha(i)-specific amine GPCRs, GlyRA3, Galpha(q)-specific peptide GPCRs, HCN, KCNAB3, Cerebellin 1, NEFL, Kainate receptor, HCN2, VAMP1, Kv3.1, GlyRA1, PLC-beta), neuropeptide signaling pathway (Galpha(s)-specific CRF GPCRs, PACAP, GlyRA2, Neurexophilin 4, Galpha(q)-specific peptide GPCRs, Neuropeptide S receptor, CRHR1, Enkephalin A, GlyRA1), and regulation of the inhibitory postsynaptic membrane potential (Ionotropic glutamate receptor, GluR5, Galpha(i)-specific amine GPCRs, Kainate receptor, GlyRA1). 

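The genes of these networks encode ion channels, receptors, neuropeptides and synaptic proteins. The list of 17 genes tested here leaves out the glycine receptor subunits of the networks, which are on the glycinergic list and of which Glra2 passed the rule. Of the 17, 4 were at least 2-fold higher in the nucleus in all 4 within-mouse comparisons, namely Adcyap1, Nxph4, Plcb4 and Slc17a6. Plcb4, a phospholipase C gene, had a log2 signal of 6.50 ± 0.35 (SD, n = 2 mice) in the nucleus, 5.13 ± 0.06 in the cortex and 4.74 ± 0.37 in the hippocampus. Cbln1, the gene of cerebellin 1, was 4.51-fold and 4.17-fold higher in mouse 355, 2.68-fold higher than the cortex in mouse 511 and 1.74-fold higher than its hippocampus. By camera the list rose against the cortex (median log2 fold change 0.52, adjusted p = 0.00306, and 0.458 with an estimated correlation) and the hippocampus (adjusted p = 5.2e-07, and 0.36 with an estimated correlation). Adjusted over the list alone, 0 were higher against the cortex in limma, with 5 at an unadjusted p under 0.05, and 8 were higher against the hippocampus. The study drew the list in part from these samples, so it is not independent evidence of direction.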

A relation to behavioral response to pain was also manifested (Ionotropic glutamate receptor, Galpha(s)-specific CRF, GPCRs, GluR5, Galpha(q)-specific peptide GPCRs, CRHR1, Kainate receptor) (Table 4).

**Table 4:** A GeneGO (MetaCore) enrichment analysis was performed on 45 genes found enriched in our microarray, in the ABA-ISH and in the B^*^ database, supplemented with genes which had previously been found to be positive in the parvafox nucleus (Girard et al., 2011).

**Rank**	**GO Processes**	**Total**	***P*** **value**	**Min FDR**	**In Data**	**Network objects**
1	Synaptic transmission	826	3.628E-14	3.813E-11	17	KCNAB3, Ionotropic glutamate receptor, NEFL, Cerebellin 1, Kainate receptor, Kv1.2, GluR5, HCN2, VAMP1, Kv3.1, Galpha(i)-specific amine GPCRs, GLyRA3, GlyRA1, Galpha(q)-specific peptide GPCRs, PLC-beta, HCN
2	Neuropeptide signaling pathway	138	2.343E-12	1.231E-09	10	Galpha(s)-specific CRF GPCRs, PACAP, Enkephalin A, GlyRA2, Neurexophilin 4, GlyRA1, Galpha(q)-specific peptide GPCRs, Neuropeptide S receptor, CRHR1
3	Regulation of inhibitory postsynaptic membrane potential	24	2.331E-11	8.165E-09	6	Ionotropic glutamate receptor, Kainate receptor, GluR5, Galpha(i)-specific amine GPCRs, GlyRA1
4	Regulation of membrane potential	413	8.292E-11	2.179E-08	8	Ionotropic glutamate receptor, Kainate receptor, GluR5, HCN2, GlyRA1, Galpha(q)-specific peptide GPCRs, HCN
5	Behavioral response to pain	30	1.352E-10	2.842E-08	6	Ionotropic glutamate receptor, Kainate receptor, Galpha(s)-specific CRF GPCRs, GluR5, Galpha(q)-specific peptide GPCRs, CRHR1
6	Negative regulation of voltage-gated calcium channel activity	6	6.228E-10	1.091E-07	4	Galpha(s)-specific CRF GPCRs, Dopamine D2 receptor, Galpha(i)-specific amine GPCRs, CRHR1
7	Negative regulation of synaptic transmission, glutamatergic	19	1.140E-09	1.712E-07	5	Ionotropic glutamate receptor, Kainate receptor, GluR5, Dopamine D2 receptor, Galpha(i)-specific amine GPCRs
8	Startle response	41	4.127E-09	5.422E-07	5	Enkephalin A, Dopamine D2 receptor, Galpha(i)-specific amine GPCRs, GlyRA1
9	Regulation of JNK cascade	178	7.792E-09	9.099E-07	5	Ionotropic glutamate receptor, Kainate receptor, Ephrin-B receptors, Galpha(q)-specific peptide GPCRs, Ephrin-B receptor 1
10	Ion transport	1408	1.008E-08	1.059E-06	14	KCNAB3, Ionotropic glutamate receptor, Kainate receptor, Kv1.2, GluR5, GlyRA2, HCN2, SLC17A6, SCN4B, Kv3.1, GlyRA3, GlyRA1, HCN

*The distribution in GeneGO Processes revealed enrichment in pathways and processes involved in subcellular mechanisms (neurotransmission, ion transport, neuropeptide signaling), as well as in the startle response and the behavioral response to pain*.

### Immunohistochemistry revealed Parv-positive neurons of the parvafox nucleus to express glycine receptor α2

For an additional independent verification of the most robust and interesting results, an antiserum against the Glyrα2-receptor was used to detect immunoreactivity in the hypothalamus. Positive immunolabeling was selectively observed in a few hypothalamic regions, one being the parvafox nucleus (Figures 2A–C). At higher magnification, the immunoreactivity was revealed to be associated with the plasma membrane of the Parv-positive neurons in this region (Figures 2D–F). Immunoblot analysis of murine hypothalamus protein extract with the antiserum against Glyrα2 resulted in a sharp band below 50 KDa, the expected molecular weight for the Glyrα2 receptor (Figure 3), confirming the presence of Glyrα2 in the hypothalamus, as well as the specificity of the Glyrα2-antibody used in our study. In addition to the hypothalamus, we detected Glyrα2 in hippocampal and cortical lysates (Figure 3) as well, regions that served as reference structures in the microarray analysis.

**Figure 3:**
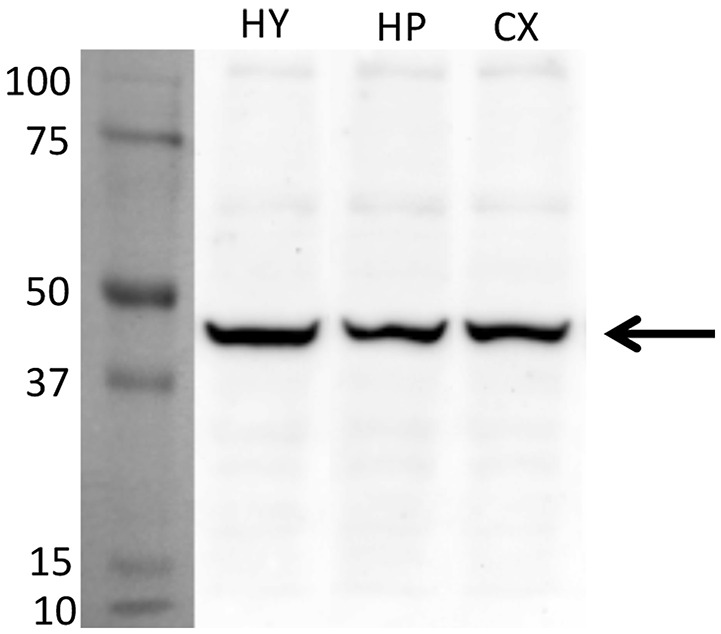
**Detection of Glyrα2 on hypothalamic, hippocampal and cortical extracts by immunoblot**. The antiserum against Glyrα2 detects a single band below 50 KDa (arrow) in an immunoblot of hypothalamic, hippocampal and cerebral cortical extracts submitted to SDS-gel electrophoresis. (HY, hypothalamus; HP, hippocampus; CX, cortex).

### GlyT2-EGFP-positive axon terminals end on Parv-neurons of the parvafox nucleus

To confirm that Parv-neurons of the parvafox-nucleus indeed receive input from glycinergic nerve cells, Glycine transporter 2 (GlyT2)-expression was studied in GlyT2-EGFP mice (Zeilhofer et al., 2005). Double-immunolabeling of Parv and GFP revealed a dense net of GlyT2-EGFP positive axons and axon terminals in the parvafox region. We found that several GlyT2-EGFP axon terminals indeed ended on Parv-neurons (Figures 4A–C). Confocal laser microscope z-stacks were then subjected to 3D-reconstruction with the Imaris software for a better visualization (Figure 4D). The 3D-reconstruction demonstrated GlyT2-EGFP axon terminals in apposition both to the dendrites (Figure 4E, see arrows) and to the perikarya (Figure 4F, see arrows) of Parv-neurons of the parvafox nucleus.

**Figure 4:**
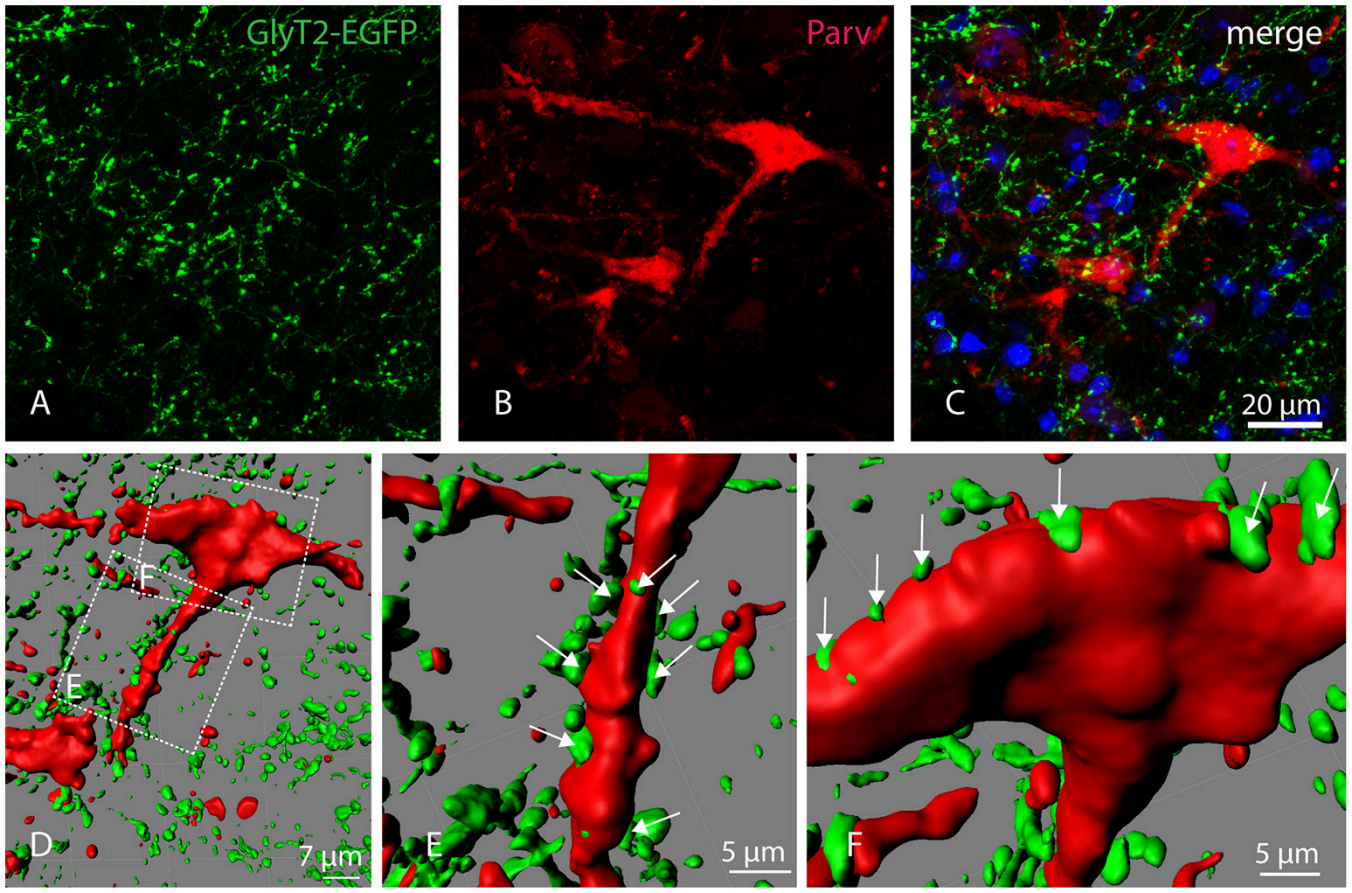
**Localization of GlyT2-EGFP-positive axons and axon terminals in the parvafox nucleus**. Confocal laser micrographs of double-immunohistochemistry for GFP (green, **A**) and Parv (red, **B**) performed on brain sections of transgenic GlyT2-EGFP mice revealed the presence of several axons and axon terminals in the hypothalamic region encompassing the parvafox nucleus. The merged image **(C)** shows GlyT2-EGFP-positive terminals around the perikaryon and the dendrites of a Parv-positive neuron. Three-dimensional reconstruction by Imaris **(D)** reveals several EGFP-positive terminals on the dendrite (**E**, see arrows), as well as on the cell body (**F**, see arrows) of the Parv-neuron.

## Discussion

Laser-capture microdissection has been used in a variety of publications for the identification of marker genes that may help in the genetic dissection of functionally well characterized regions of the medial hypothalamus (Segal et al., 2005; Paulsen et al., 2009; Landmann et al., 2012; Lee et al., 2012; Humerick et al., 2013).

The aim of our gene-microarray analysis was primarily the search for neuromodulator genes in neurons of an ill-defined lateral hypothalamic region of as yet unknown function. Notwithstanding the methodological complexity, the expression of the receptors for the inhibitory neurotransmitter glycine in the parvafox nucleus is now well documented by our study.

This study has permitted an extension of the list of genes that are preferentially expressed in the parvafox nucleus of the ventrolateral hypothalamus. In addition to the 76 genes that were previously identified to be expressed by Girard et al. (2011), additional 82 (some overlapping) have been shown to be enriched in this region by our gene-microarray analysis. A survey of the ABA-ISH and B^*^ databases for their hypothalamic distribution confirmed the expression of at least 13 of these genes in the parvafox nucleus. The expression of nine particularly relevant genes involved in neuromodulation was corroborated by qRT-PCR.

Interestingly, only a few genes (*Adcyap1, Pitx2, Slc17A6, Plb4, Itih3, Hist1h1b, Tmem163*) were revealed to be commonly expressed by the gene-microarray analysis and the ABA-ISH-database screening (Girard et al., 2011) thereby indicating that the two methodologies differ in sensitivity, specificity and selectivity. Although, both the *in-situ*-hybridization technique and the gene-microarray approach revealed an expression of various gene-families (e.g., neurotransmitters, transcription factors, extracellular molecules), the individual members thereof that were revealed by the ABA-ISH-database screening differed from those that were brought to light by the gene-microarray analysis.

The most obvious explanation of this discrepancy is that the gene-array search for the relative abundances based on a comparison between regions, namely, between the hypothalamus and either the cortex or the hippocampus. Consequently, the genes that are expressed in both regions were excluded. For example, the potassium channels (*Kcna1, Kcna2, Kcnab2, Kcnab3, Kcnc1, Kcnc2*, and *Kcnk1*), which are responsible for the high firing rates of Parv-positive neurons in the cortex and the hippocampus, were recognized as being expressed in the parvafox nucleus by the ABA-ISH-database screening (Girard et al., 2011) but not by the gene-microarray analysis (Table 1). Nevertheless, a detailed comparison of the long list of expressed genes in the gene-microarrays of both mice revealed that approximately 40% of those that were registered in the study of (Girard et al., 2011) were also enriched in the gene-microarray of the parvafox nucleus (results not shown).

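These channel genes let neurons fire at high rates, and their subunits occur in cortical and hippocampal interneurons as well as in the parvafox nucleus. None of the 7 genes was at least 2-fold higher or lower in all 4 within-mouse comparisons. Kcnc1, which encodes Kv3.1, had 7.02 and 7.00 on the log2 scale in the nuclei of the 2 mice and between 6.77 and 7.32 in the other regions. Kcnk1 was similar everywhere, between 8.71 and 9.05. Kcna1 had a log2 fold change of -0.79 against the cortex (standard error 0.25, adjusted p = 0.578 from limma) and -0.47 against the hippocampus (standard error 0.25, adjusted p = 0.637). Kcnc2 was 4.92 to 5.55 in the nucleus and 5.97 to 6.52 in the hippocampus. Kcna2 differed between the mice, with 7.87 and 6.67 in the nucleus, and Kcnab2 lay between 5.09 and 6.00 on all arrays. Kcnab3 was 2.09-fold and 2.44-fold higher in the nucleus of mouse 355 and 1.43-fold and 0.791-fold in mouse 511, at signals between 2.69 and 4.71, and its other probe set gave differences within 0.45 of 0. The list had no shift against the cortex (adjusted p = 0.491 from camera) or the hippocampus (adjusted p = 0.231), and adjusted over the list alone 0 genes passed limma in either comparison, with 1 and 2 at an unadjusted p under 0.05.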

For some genes, no *in-situ*-hybridization data exist as yet in the ABA-ISH (Table 1). For others (e.g., *Npb, Foxb1*), screening of the ABA-ISH database yielded negative results, even though the expression of such genes in the hypothalamus has been demonstrated by *in-situ* hybridization or immunohistochemistry in other reports (Dun et al., 2005; Civelli et al., 2006). Low-level transcripts may be below the threshold of detection by *in situ* hybridization techniques, and more sensitive techniques such as qRT-PCR may be needed to validate their expression in the parvafox nucleus. Hence, falsely negative results partially account for the discrepant findings.

On the other hand, it is also conceivable that the gene-array technique yields falsely-positive or falsely-negative results (Mitchell and Mirnics, 2012). The former may arise from the non-specific binding of cDNAs to homologous oligonucleotide probes, and the latter from the privileged amplification of certain mRNAs at the expense of others.

Hence, taking into account the combined results of the three approaches (Gene-array/ABA/B^*^) maximizes the reliability of the information we have gained. The counterchecking of findings revealed by a gene-microarray analysis against those disclosed by *in-situ* hybridization (screening of the ABA-ISH database) and in the B^*^ database, is a legitimate mean of predicting the expression profiles of the neurons in the parvafox nucleus. Albeit so, it represents only a first approximation: the definitive allocation of gene-expression activity to a specific sub-population of neurons awaits the instigation of antibodies against the corresponding proteins for a definitive immunohistological confirmation of their localization to specific sub-population of neurons (Parv- or Foxb1-expressing). Furthermore, functional *in-vitro* studies investigating for example the effects of blocking glycinergic transmission or applying locally the corresponding neurotransmitter will be needed to confirm the physiological roles of the genes of interest.

The glycinergic inhibitory system is particularly powerful in the spinal cord and the brainstem, where virtually all immunoreactive cell-bodies are located (Kirsch, 2006). However, glycine-immunoreactive fibers and terminals have been observed in various parts of the brain by different authors (Zeilhofer et al., 2005; Barreiro-Iglesias et al., 2013) and glycine-induced chloride-currents were discovered already in 1989 in dissociated hypothalamic neurons (Akaike and Kaneda, 1989). Functional glycine receptors have been detected in higher brain centers, such as the hippocampus (Brackmann et al., 2004; Keck and White, 2009; Xu and Gong, 2010), and the glycine transporter 2 has been demonstrated in the whole brain as well as in the hypothalamus (Zeilhofer et al., 2005). The glycine receptor alpha 2 subunit alone can build functional receptors in adults and is particularly expressed in hippocampus and cortex (Meier et al., 2014). The expression of other components of the glycinergic system (glycine itself, glycine transporters, Glyrα1 and Glyrα3 glycine receptors, gephyrin) in the parvafox nucleus has been confirmed partly by the ABA-ISH-database screening (Figure 1) and by ongoing immunohistochemical studies. Hence, glycine appears to be an important inhibitory neurotransmitter in the parvafox nucleus, as also underlined by the Gene-GO enrichment analysis. The cell bodies giving rise to the axonal endings that abut on the neurons of the parvafox nucleus may be located in the brainstem, where aggregates of glycinergic neurons have been described (Zeilhofer et al., 2005).

In conclusion, the use of the laser capture microdissection and gene-microarray-based approach in combination with data verification in the ABA-ISH and B^*^ databases has proved to be on efficient means of gaining further insight into the transcriptome of the murine parvafox nucleus. Nine genes were confirmed by independent techniques to be enriched therein. Some of these markers may be useful to define subpopulations of parvafox neurons as a prelude to studying their circuitry and function. The augmented expression levels of several of these genes shed light on the functional mechanisms that may be operative in the parvafox nucleus, for example, the glycine-mediated inhibitory control.

## Author contributions

VS and GWA contributed equally to this work. VS and GWA designed and conducted the experiments, analyzed and interpreted results, and wrote the paper. MRC designed the experiments and wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

3V: third ventricle
ABA: Allen Brain Atlas
ABA-ISH: Allen Brain Atlas of *in-situ* hybridizations
BMA: basomedial amygdalar nucleus
Cx: cortex
DMH: dorsomedial hypothalamic nucleus
f: fornix
fc: fold-change
*Gad1*: glutamate decarboxylase 1
*Glra1*, glycine receptor: alpha 1 subunit (gene)
*Glra2*, glycine receptor: alpha 2 subunit (gene)
*Glra3*, glycine receptor: alpha 3 subunit (gene)
Glyrα2, glycine receptor: alpha 2 subunit (protein)
Glyrα3, glycine receptor: alpha 3 subunit (protein)
hp: hippocampus
ic: internal capsule
ISH: *in-situ* hybridization
LHA: lateral hypothalamic area
MEA: medial amygdalar nucleus
mt: mammillothalamic tract
ns: nigrostriatal bundle
opt: optic tract
Parv: parvalbumin (protein)
*Pvalb*: parvalbumin (gene)
*Slc17a6*: solute carrier family 17 member 6
*Slc17a7*: solute carrier family 17 member 7
STh: subthalamic nucleus
TH: thalamus
VMH: ventromedial hypothalamic nucleus
ZI: Zona incerta.

# Supplementary material for: Parvalbumin-Neurons of the Ventrolateral Hypothalamic Parvafox Nucleus Receive a Glycinergic Input: A Gene-Microarray Study
**Source:** Front Mol Neurosci. 2017 Jan 23;10:8. doi: 10.3389/fnmol.2017.00008
**Supplement:** Supplementary file 1

Supplementary Material

**Parvalbumin-neurons of the ventrolateral hypothalamic parvafox nucleus receive glycinergic input: a gene-microarray study**

**Viktória Szabolcsi^1 #^, Gioele W. Albisetti^1 #^, Marco R. Celio^1^ ***

^1^ Anatomy and Program in Neuroscience, Department of Medicine, University of Fribourg, Rte. A. Gockel 1, CH-1700 Fribourg, Switzerland

^#^ These authors contributed equally to this work.

* **Correspondence** should be sent to: 

**Supplementary Table 1**

| Gene | Gene ID | FC LH vs CX | p value LH vs CX | FC LH vs HP | p value LH vs HP | p value LH vs CX AND HP |
| --- | --- | --- | --- | --- | --- | --- |
| **Adcyap1** | 1423427_at | 1.24 | 0.0726834 | 2.46 | **0.0004036** | **0.018887424** |
| **Agt** | 1423396_at | 7.86 | **0.0010504** | 5.42 | **7.664E-06** | **4.3754E-06** |
| **Capza1** | 1439455_x_at | 2.86 | **0.0106857** | 2.55 | **4.443E-05** | **4.96293E-06** |
| **Cbln1** | 1423286_at | 7.14 | **0.0070729** | 6.22 | **5.044E-06** | **4.64485E-07** |
| Ddx5 | 1419653_a_at | 1.05 | 0.155772 | -1.13 | 0.5626933 | 0.850029711 |
| **Drd2** | 1418950_at | 1.83 | 0.0653481 | 1.57 | **0.0267202** | **0.008156468** |
| Ephb1 | 1455188_at | 1.19 | 0.1459404 | 1.34 | 0.1559188 | 0.132049607 |
| **Fndc3a** | 1426903_at | 1.52 | **0.0233157** | 1.65 | **3.201E-05** | **5.68854E-06** |
| Foxb1 | 1420705_at | -1.03 | 0.727331 | 1.10 | 0.1657093 | 0.377286229 |
| **Glra1** | 1437139_at | 3.44 | **0.019975** | 3.50 | **9.655E-06** | **0.000234375** |
| **Glra2** | 1434098_at | 11.17 | **0.0055903** | 13.03 | **4.234E-05** | **2.63536E-06** |
| **Glra3** | 1450239_at | 1.76 | 0.0533409 | 2.12 | **0.0009442** | **0.000460168** |
| **Gpx3** | 1449106_at | 7.47 | **0.0041664** | 10.07 | **3.202E-06** | **6.54837E-07** |
| **Itih3** | 1449123_at | 9.51 | **0.0046314** | 12.69 | **1.201E-06** | **2.53953E-07** |
| Lrrc6 | 1440798_x_at | -1.11 | 0.9583268 | -1.05 | 0.9166524 | 0.054870038 |
| Ndufs1 | 1425143_a_at | 1.07 | 0.6015425 | 1.05 | 0.5330418 | 0.410063697 |
| Npb | 1440240_at | 1.07 | 0.5305209 | 1.02 | 0.813478 | 0.69778449 |
| Npsr1 | no data |  |  |  |  |  |
| Rnf122 | 1447101_at | 1.09 | 0.4808282 | 1.05 | 0.9450077 | 0.804172849 |
| **Nxph4** | 1429753_at | 1.33 | **0.0402779** | 1.47 | **0.0002628** | **0.000226711** |
| Pitx2 | 1424797_a_at | -1.08 | 0.3188974 | -1.08 | 0.3400413 | 0.281844749 |
| Plcb4 | 1425338_at | 1.08 | 0.9061606 | 2.23 | **0.000971** | 0.081341598 |
| **Slc17a6** | 1418610_at | 14.73 | **0.0011705** | 12.76 | **0.0014281** | **0.000182213** |

**Legends**

**Supplementary Table 1**:

Counterchecking the expression of potentially relevant genes found in our gene array with results of the B* database (GEO Accession Series GSE16496). The 13 genes in bold are enriched in the lateral hypothalamus (LH) as compared to cortex (CX) and hippocampus (HP) at p<0.05. (Gene IDs represent the Affymetrix Probe Set ID on the GPL1261 Platform.)

**
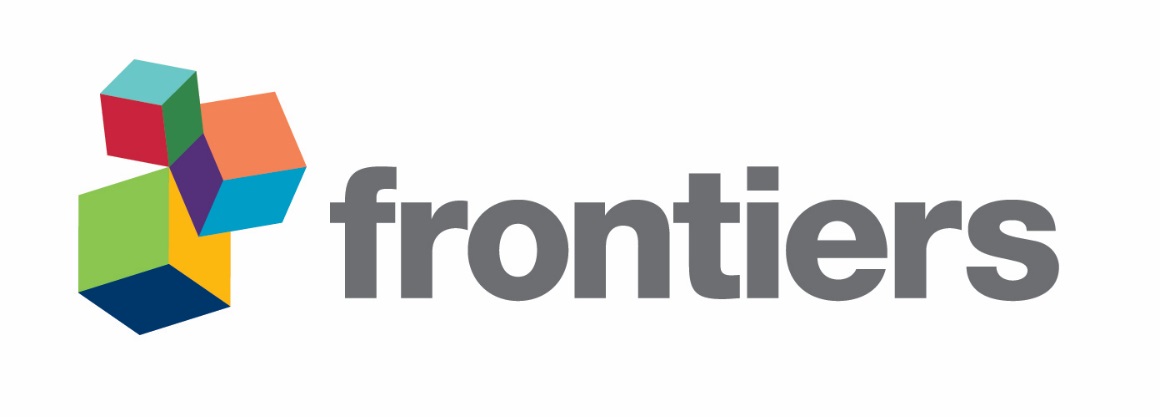
**

# Supplementary material for: Parvalbumin-Neurons of the Ventrolateral Hypothalamic Parvafox Nucleus Receive a Glycinergic Input: A Gene-Microarray Study
**Source:** Front Mol Neurosci. 2017 Jan 23;10:8. doi: 10.3389/fnmol.2017.00008
**Supplement:** Supplementary file 2

Supplementary Material

**Parvalbumin-neurons of the ventrolateral hypothalamic parvafox nucleus receive glycinergic input: a gene-microarray study**

**Viktória Szabolcsi^1 #^, Gioele W. Albisetti^1 #^, Marco R. Celio^1^ ***

^1^ Anatomy and Program in Neuroscience, Department of Medicine, University of Fribourg, Rte. A. Gockel 1, CH-1700 Fribourg, Switzerland

^#^ These authors contributed equally to this work.

* **Correspondence** should be sent to: 

**Supplementary Table 2**

| m355 log2FC | NU vs CX, microarray | NU vs CX, qRT-PCR | NU vs HP, microarray | NU vs HP, qRT-PCR |  | m511 log2FC | NU vs CX, microarray | NU vs CX, qRT-PCR | NU vs HP, microarray | NU vs HP, qRT-PCR |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Cbln1 | 2.17 | 5.93 | 2.06 | 10.86 |  | Cbln1 | 1.42 | 2.13 | 0.80 | -1.29 |
| Drd2 | 1.56 | 2.49 | 1.50 | 7.16 |  | Drd2 | -2.31 | 0.46 | 1.20 | 2.33 |
| Ephb1 | 1.13 | 5.47 | 1.09 | 3.25 |  | Ephb1 | 0.33 | 2.95 | 1.12 | 5.69 |
| Foxb1 | 1.97 | 2.40 | 2.27 | 9.00 |  | Foxb1 | 0.52 | 1.28 | 0.32 | 4.15 |
| Glra1 | -0.94 | -1.77 | 1.95 | 5.21 |  | Glra1 | 0.92 | 7.91 | 1.39 | 8.07 |
| Glra2 | 1.64 | 0.28 | 2.66 | 2.17 |  | Glra2 | 1.89 | 2.19 | 2.32 | 2.30 |
| Glra3 | -0.26 | 1.74 | 3.38 | 10.88 |  | Glra3 | 4.43 | 2.84 | 4.08 | 7.79 |
| Npb | 1.95 | 4.76 | 2.57 | 8.93 |  | Npb | 3.03 | 5.02 | 3.52 | 16.94 |
| Npsr1 | 1.73 | 2.21 | 1.61 | 5.94 |  | Npsr1 | -2.17 | 1.13 | 0.26 | 1.64 |
|  |  |  |  |  |  |  |  |  |  |  |
| 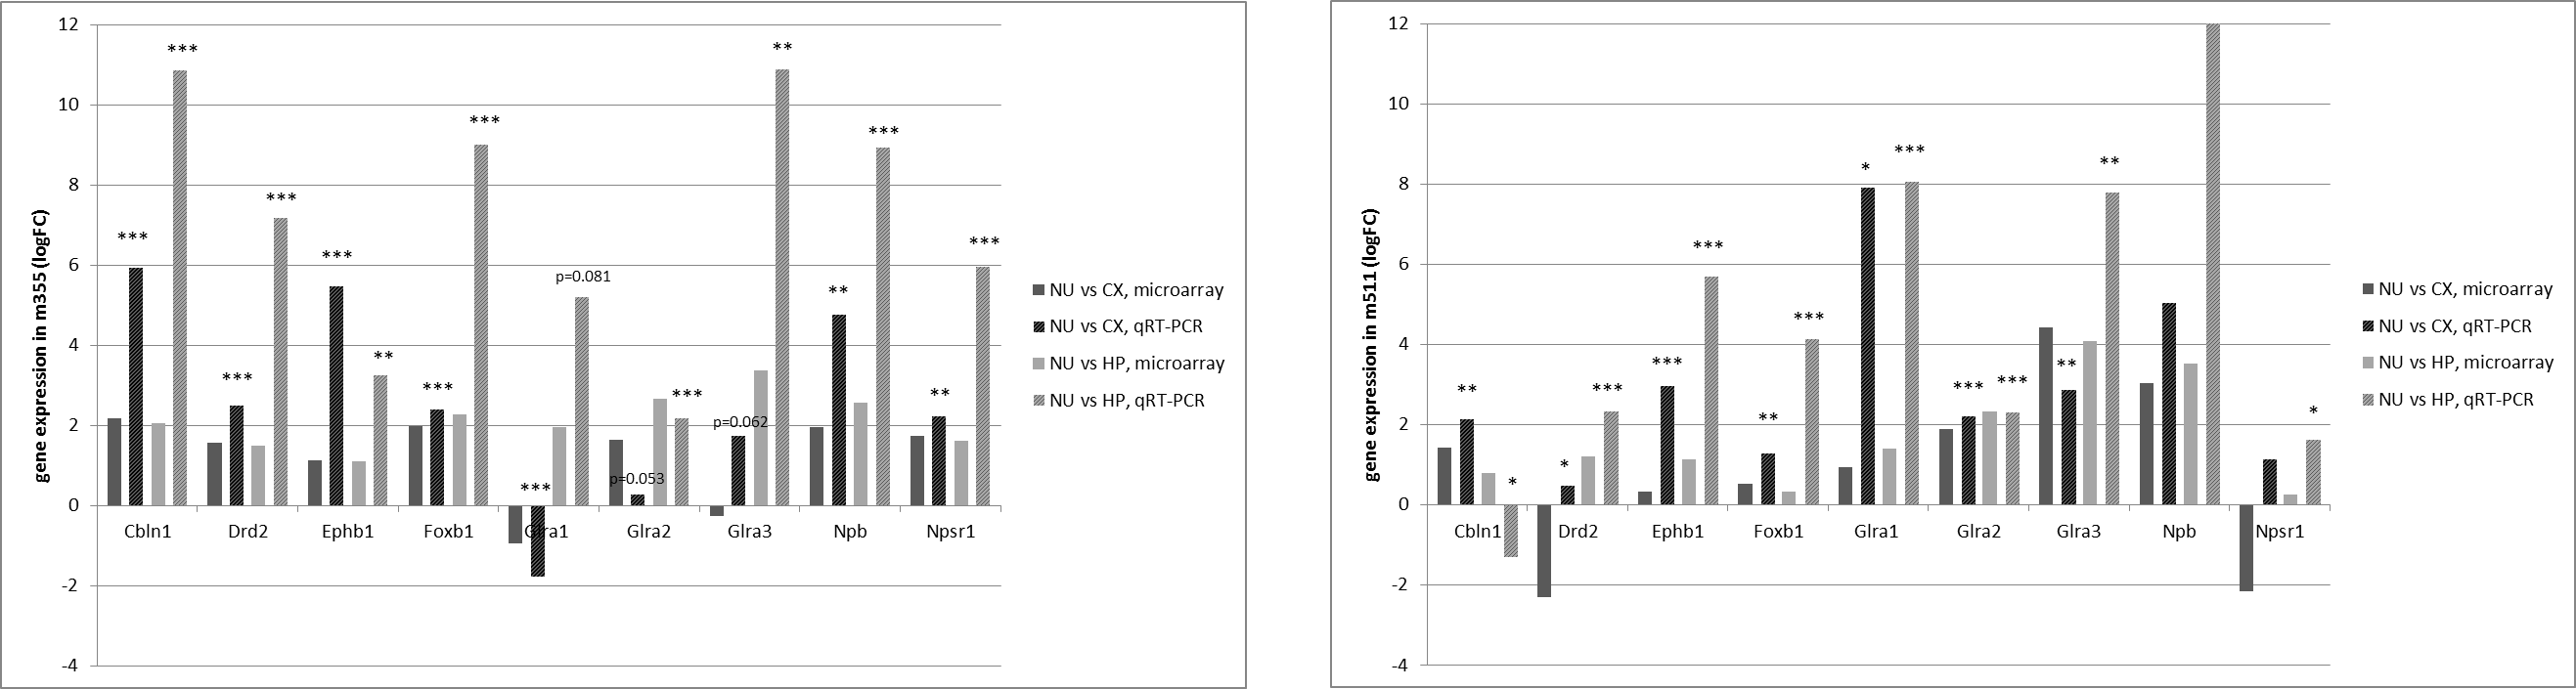   \|  \| \| --- \| |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
| \| 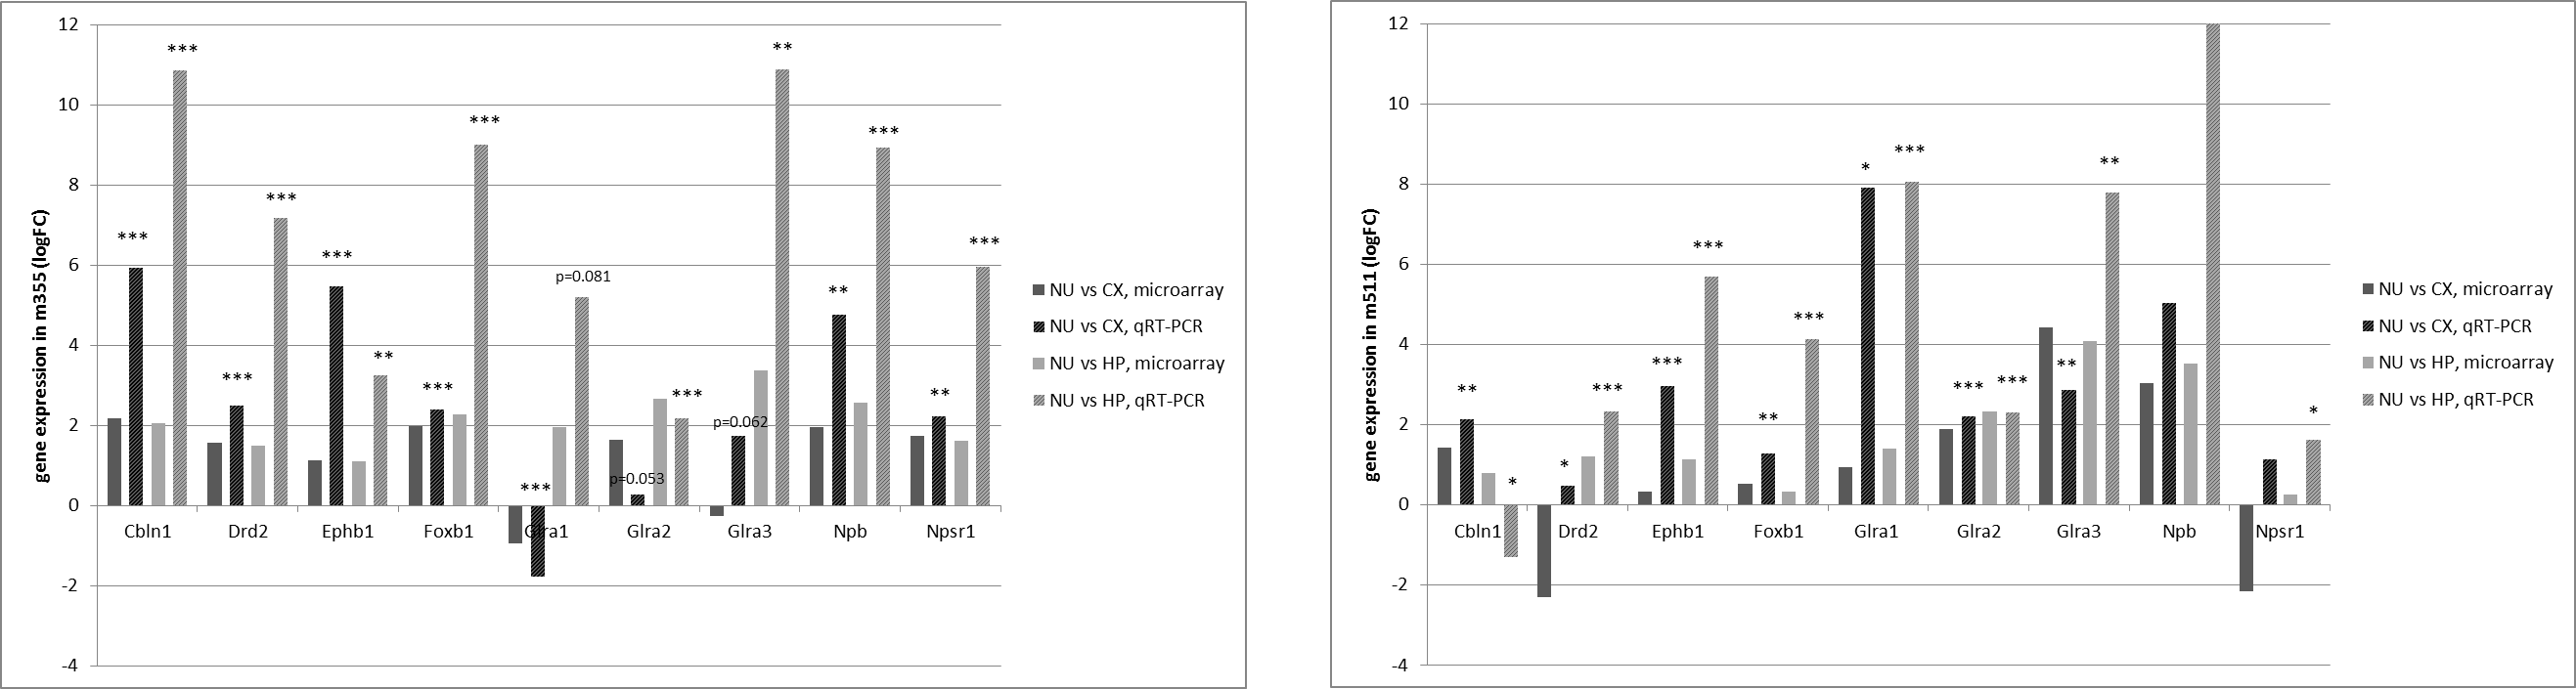 \| \| --- \| |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |

**Legends**

**Supplementary Table 2**:

Validation of the gene microarray results by qRT-PCR. Expression values are presented as fold change on log_2_ scale. Expression values of the parvafox nucleus obtained by qRT-PCR are compared to the expression values obtained by gene microarray in each mouse (m355 and m511) and presented as log_2_FC nucleus versus cortex, respectively log_2_FC nucleus versus hippocampus. Student’s t-tests were performed to assess statistical significance of the expression values obtained by qRT-PCR. (** p<0.05, ** p<0.005, *** p<0.0005*)

**
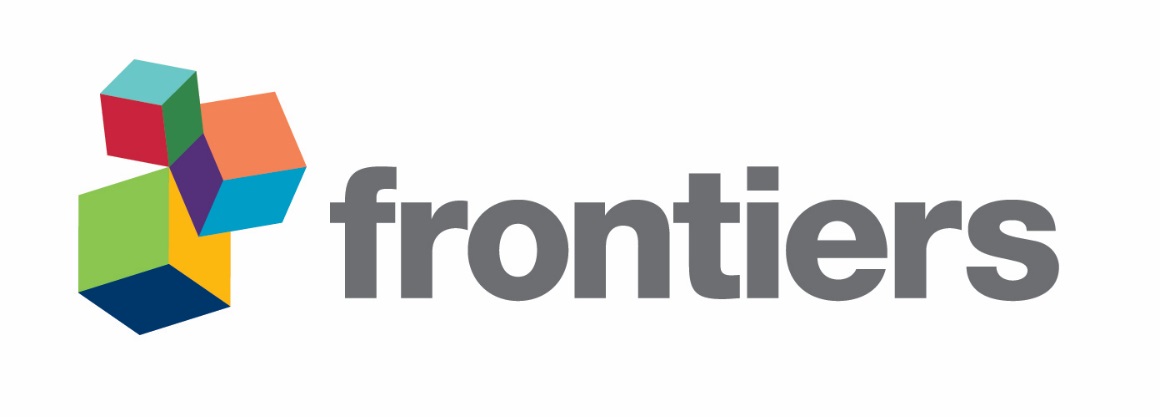
**

# Supplementary material for: Parvalbumin-Neurons of the Ventrolateral Hypothalamic Parvafox Nucleus Receive a Glycinergic Input: A Gene-Microarray Study
**Source:** Front Mol Neurosci. 2017 Jan 23;10:8. doi: 10.3389/fnmol.2017.00008
**Supplement:** Supplementary file 3

Supplementary Material

**Parvalbumin-neurons of the ventrolateral hypothalamic parvafox nucleus receive glycinergic input: a gene-microarray study**

**Viktória Szabolcsi^1 #^, Gioele W. Albisetti^1 #^, Marco R. Celio^1^ ***

^1^ Anatomy and Program in Neuroscience, Department of Medicine, University of Fribourg, Rte. A. Gockel 1, CH-1700 Fribourg, Switzerland

^#^ These authors contributed equally to this work.

* **Correspondence** should be sent to: 

**Supplementary Table 3**

| **Gene Accession** | **Gene symbol** | **Gene description** | **FW Primer** | **RV Primer** | **Size product** |
| --- | --- | --- | --- | --- | --- |
| NM_019626 | Cbln1 | cerebellin-1-precursor | GGTGAAAGTCTACAACAGACAGACCAT | CGGCGAAGGCTGAAATCA | 76bp |
| ENSMUST00000075764 | Drd2 | dopamine 2 receptor | ATCTCTTGCCCACTGCTCTTTGGA | ATAGACCAGCAGGGTGACGATGAA | 131bp |
| NM_173447 | Ephb1 | ephrin b1 receptor tyrosine kinase | CAAGATGTGTTTCCAGACTCTGACA | TGCCGAGCCAGCAATCA | 81bp |
| NM_022378 | Foxb1 | Foxb1 transcription factor | CTACCGGGCTGAGTCCAAG | CGGAGGACTGGTCGAATCTT | 155bp |
| ENSMUST00000058787 | Glra2 | glycine receptor, alpha 2 subunit | GCTAGTGAACATTTTGACAGCC | GGTCTGCGAGGGATGTTTTC | 112bp |
| ENSMUST00000000275 | Glra3 | glycine receptor, alpha 3 subunit | TCTTTCCGTATCATGGCCCA | AGATCGCGCACTGTTTGTTT | 120bp |
| NM_153288 | Npb | neuropeptide B | CGGACCTCTGCGCAATTTAG | CGTCCGCTTTACACTGGAAA | 134bp |
| NM_175678 | Npsr1 | neuropeptide S receptor | GTTCACTGAAGCACTGGTGG | GCACAACAGAGTTTCCCACA | 119bp |
| ENSMUST00000102716 | Glra1 | glycine receptor, alpha 1 subunit | GGGGAGGACTTCTGGGTATG | GTTGTCTCAGCGATGGAACC | 111bp |
| ENSMUST00000100497 | Actb | actin beta | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT | 154bp |

**Legends**

**Supplementary Table 3**:

The qRT-PCR forward (FW) and reverse (RV) primers used in the study are listed in this table, together with the relating gene accessions, gene symbols, gene descriptions and product sizes.

**
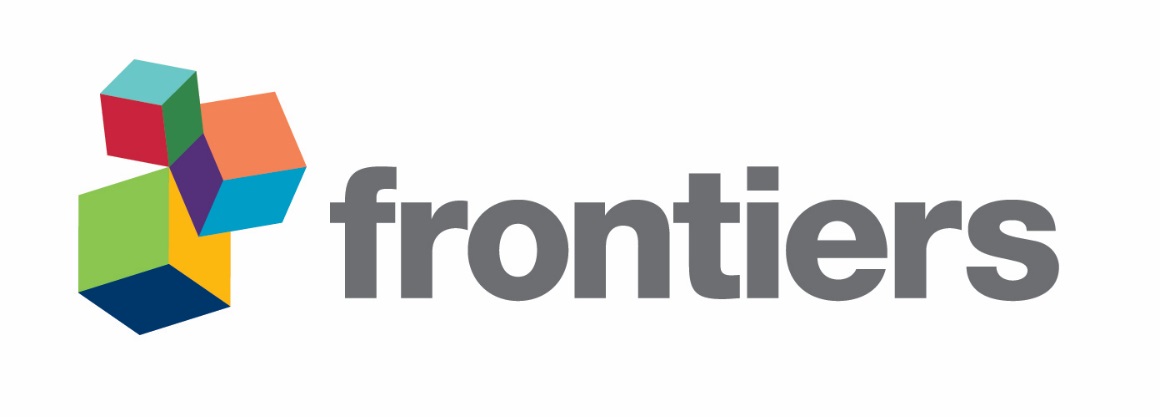
**

How the deposited data were processed for this re-analysis (not part of the article)

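The values come from 6 Affymetrix Mouse Gene 2.0 ST arrays, 1 for each of 3 regions (the parvafox nucleus, the cerebral cortex and the hippocampus) of mouse 355 and mouse 511. Tissue was captured by laser and its RNA amplified before hybridization. The authors made the deposited log2 values with RMA in Affymetrix Expression Console 1.2.1.20, and used R 2.14.2, limma and Partek afterwards. The genome build and annotation behind their gene names are not given in the sources used here. Each array has 41345 probe sets, of which 190 are controls, and its highest value lies between 13.53 and 13.57. Images, qRT-PCR measurements, in situ hybridization data and single arrays before RMA are not analysed here.

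Gene symbols were taken from the array annotation, which names 22180 genes with a single symbol per probe set, 1082 of them with more than 1 probe set. Of these probe sets, 23328 were matched by gene ID to the reference gene names of assembly GRCm38.p6, all with the same symbol. A gene with several probe sets is represented by the one with the highest mean over the 6 arrays. The ninth gene measured by qRT-PCR is not analysed here, and some genes are not reported here.

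The nucleus was compared with the cortex and with the hippocampus, and the cortex with the hippocampus, by limma 3.58.1 in R 4.3.3 on the deposited values, with mouse as a fixed block, 2 residual degrees of freedom, a prior of 2.769 degrees of freedom and Benjamini-Hochberg adjusted p-values from eBayes over all probe sets, with a threshold of 0.05. The regions come from the same animals, so the block is part of the design, and the correlation of the mouse differences between regions was 0.079 for nucleus and cortex, 0.059 for nucleus and hippocampus and 0.06 for cortex and hippocampus. The study's rule asks for 4 within-mouse log2 differences of at least 1 and has no test. It was also applied downward, with the cortex or the hippocampus as target, with a different target in each mouse, and to 100 simulations of unchanged regions, which gave on average 12.9 probe sets upward (at most 21) and 12.7 downward (at most 22).

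Gene lists were tested with camera in limma, with a preset correlation of 0.01 and p-values adjusted over the lists, and again with an estimated correlation and with fry. With an estimated correlation, camera also rests on the 2 residual degrees of freedom, so few lists could pass whatever their correlation. Of 25 lists, 22 had at least 5 measured genes and were tested. They cover glycinergic genes, potassium channels, qRT-PCR genes, MetaCore network genes, hypothalamic neuropeptides and transcription factors, neuromodulator receptors, excitatory neurons of cortex and hippocampus, CA2 and CA3 neurons, cortical layers and piriform cortex, GABAergic neurons, perineuronal nets, striatal and thalamic neurons, oligodendrocytes, astrocytes, microglia, endothelial and mural cells, meninges with choroid plexus and ependyma, immediate early genes and housekeeping genes. Known parvafox markers, blood genes and genes of the sex chromosomes were described without a test. A difference between single arrays of 1 region has no replicate, so the median of a list is given with its percentile among 10000 random lists matched on mean expression. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

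The lists, comparisons, alternatives and the rule for naming genes were fixed before the data were examined, although the paper's Table 1 had been read. The rule names each gene the paper names for its arrays, the 10 gene-named probe sets with the largest and the 10 with the smallest mean difference among those passing in all 4 comparisons, and up to 4 members of each list with the largest differences. It names 149 genes. Slc1a2 lies outside it and was chosen after its values were seen. Added later were 4 lists (hindbrain and spinal cord, large projection neurons of the brainstem, cerebellum, and the midbrain dopamine region), and counts without each cortex array. The alternatives of that time were no block, a random block, each array left out in turn, probe sets above the median, probe sets of 1 gene symbol, cyclic loess, median centring, an intensity trend, robust eBayes, treat with a fold of 1.5, folds of 1.5 and 3, the mean of the mice, each mouse alone, the mean over probe sets and subtraction of Actb.

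The procedure was tested on simulated data of 41345 probe sets with 200 changed. At 4-fold, limma called 83.5% of the changed probe sets against the cortex with 21 unchanged ones, and 81% against the hippocampus with 9. At 16-fold it called 98% in both, with 18 and 22 unchanged ones. The 2-fold rule passed 94% at 4-fold with 11 unchanged probe sets, and 100% at 16-fold with 8. The simulated noise was normal, at each probe set's moderated variance, which varies less between probe sets than the real variance. The rates can therefore overstate what limma finds on the real arrays, and the low counts of calls there do not mean few changes. The 100 simulations of unchanged regions used the same variances.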

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

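Of the tests below, the comparison of the mice in every region, the separate counts for probe sets with and without a gene and the check of the hindbrain list's level were chosen after the results were seen. The hindbrain list itself was also added after the array values were seen, with its bounds set before its median was computed. The results stood out because the paper does not report the downward count, the probe sets outside Table 1, the comparison of the cortex arrays of the 2 mice or that of the cortex with the hippocampus.

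The cortex array of mouse 511 had a higher signal of striatal genes than that of mouse 355, with a median log2 difference of 1.596 over 23 genes. Drd1 rose from 3.79 to 8.34 and Rgs9 from 5.58 to 8.12. The median was 0.015 in the hippocampus and -0.188 in the nucleus, which argues against a like difference in every region for the list as a whole. Some members, such as Slc35d3 and Ido1, lay below the array medians in these 2 regions, so nothing is excluded for them. Drd1 also rose in the hippocampus, from 3.41 in mouse 355 to 5.28 in mouse 511, and was 3.79 and 3.26 in the nucleus. Without Drd2, Penk and Scn4b, whose values the paper gives or had been seen, the median was 1.524, above all of the 10000 random lists (percentile 100), so striatal or olfactory tubercle tissue in that cortex sample may contribute. No biological explanation was tested, and sex, which differs between the mice, stays open.

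Slc17a6 differed between the cortex arrays in the other direction, with 1.999 more on the log2 scale in mouse 355, where Glra1, Glra3 and Slc6a5 were also high. Its hippocampus arrays differed as well, at 4.287 in mouse 355 and 6.277 in mouse 511, so Slc17a6 did not vary in the cortex alone. Hindbrain tissue in the cortex sample of mouse 355 was tested with a list of 27 genes, and the median difference was 0.153 (percentile 86.08). The bound of 0.25 set beforehand against this explanation was therefore met. A check added after that value was seen showed a median level of 3.22 for the list, below the 3.62 of all probe sets, and genes near the floor exclude nothing, so whether such tissue contributed cannot be told apart from other sources.

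The rule passed 101 probe sets upward, and turned downward it passed 195, which the paper does not report. Of those passing upward, 34 are not in Table 1, and all 34 have no gene in the annotation. Chance spread among the arrays, as the average over the 6 assignments with a different target in each mouse, gave 31.5% of the real count, and the highest assignment 46.5%, which decides neither way. For probe sets of 1 gene symbol it gave 12.7%, which excludes chance as the whole source, and for those without a gene 55.9%, so chance may account for many of these. Glia captured with the nucleus stays open, since 2 of 48 named genes were on the glial, vascular, meningeal or blood lists while oligodendrocyte genes were higher than in the hippocampus. The lists hold chosen markers only, so that count does not measure the share of glial genes.

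The cortex exceeded the hippocampus in oligodendrocyte genes, with a median log2 difference of 1.241 over 17 genes (adjusted p = 2.3e-19 from camera, and 0.399 with an estimated correlation). No explanation of this difference was tested.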

How the results depend on the processing

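The counts of rule and lists without 1 cortex array were chosen after the values were seen. Without the replicate block, and likewise with a random replicate block, limma called 6 probe sets against the cortex, 20 against the hippocampus and 5 against both, compared with 0, 1 and 0 with the block, and the estimated correlation within a mouse was 0.0015. Above the median signal the counts were 1, 3 and 1, and with single gene symbols 8, 34 and 8, where fewer probe sets were tested. Against the hippocampus the count was 0 with median centring, an intensity trend, robust eBayes and treat, with a smallest adjusted p between 0.0508 and 0.0634, and the cause was not tested. With 1 array left out it was 0 to 0. Median centring moved the unadjusted split against the hippocampus from 1982 higher and 1970 lower to 1603 and 2348. The rule passed 412 probe sets upward and 528 downward at 1.5-fold, 25 and 61 at 3-fold, 529 and 477 on the mean of the mice, and 50 upward with single gene symbols, as the stricter, looser or narrower rule implies. Leaving out a cortex array or a whole mouse gave 161 to 1386 upward and 268 to 962 downward, since fewer comparisons remain. Above the median, with cyclic loess and with median centring it passed 79, 103 and 90 upward and 195, 183 and 208 downward. Of the lists, 12 passed against each region. With an estimated correlation, which also lowers the degrees of freedom, 0 and 0 did, and by fry 1 and 0. Without the cortex array of mouse 511, 8 passed against the cortex, and without that of mouse 355, 13. For the 149 named genes, 4025 of 4150 values kept direction and side, 40 came to pass, 9 no longer passed, and 76 had the other sign without passing either way, 71 of them with an array left out. The number of arrays limits the precision.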

Differences from the paper's values

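Of 256 folds of 64 genes in Table 1, 244 equal those computed here when rounded to 2 decimals. The other 12 belong to 3 genes, and 9 of them differ in sign or by more than 1.5 times. The 3 below that ratio are Capza1 in mouse 355 (the paper's 2.09 and 2.38, here 1.50 and 1.98) and Ndufs1 against the hippocampus of mouse 355 (the paper's -1.35, here -1.24). For Capza1 in mouse 511 the paper's folds are 3.90 against the cortex and 2.65 against the hippocampus, and the values here are 1.18 and 1.26. Of the alternatives set before the data were examined, cyclic loess (1.25 and 1.38) and median centring (1.14 and 1.18) leave both different. For Fndc3a the paper gives 2.65 and 2.55 in mouse 355 and 2.60 and 2.55 in mouse 511, against -1.06, 1.52, 1.24 and 1.22 here, and neither of these alternatives closes any of the 4. The dimmer probe set of each gene, an alternative chosen after the values were seen, gives the paper's folds (3.90 and 2.65 for Capza1, and 2.65, 2.55, 2.60 and 2.55 for Fndc3a). It was applied to these genes alone and drops 0 of the paper's entries. For Ndufs1 the paper gives 1.04 against the cortex of mouse 355, and 2.03 and 3.18 in mouse 511, against -1.03, 1.15 and 1.22 here. Cyclic loess closes the first (1.00) and not the others (1.21 and 1.33), and median centring closes none. The paper's folds equal those of a probe set with several gene symbols, which is not used for names here.

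The paper's mean fold of Glra3 in mouse 511 is 11.92, and the value here is 19.23. Cyclic loess (19.1) and median centring (18.27) do not close it, and the mean over the 4 folds of both mice, computed after the values were seen, is 11.92.

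The paper counts 67 genes and the rule passed 101 probe sets here. The difference is under 1.5 times above the median signal (79), with single gene symbols (50) and with median centring (90), and not at 1.5-fold (412), at 3-fold (25), on the mean of the mice (529), in mouse 511 alone (1386), in mouse 355 alone (604) or with cyclic loess (103). All 67 entries in bold are among the 101.

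The paper describes Pvalb as far higher in the nucleus than in the reference regions. Here it was 3.89-fold higher than the cortex in mouse 511, 0.968-fold in mouse 355, and 1.88-fold and 1.89-fold higher than the hippocampus.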

Other observations

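Of the 4 lists added after the values were seen, 3 are given here, as mouse 355 minus mouse 511. Large projection neurons of the brainstem had a median of 0.397 in the cortex (percentile 99.95) and 0.47 in the nucleus (percentile 99.89), so the difference is not particular to the cortex, and the list holds Slc17a6, Vamp1, Pvalb and Scn4b, whose values had been seen. Of its other members, Nefh was higher in the cortex by 1.80 and Sncg by 1.41, the largest differences among them. Vsnl1, Thy1, Chrna4 and Cplx1 differed by 0.07 to 0.107, and Lynx1 by -0.354. Sncg varied in the nucleus as well, at 7.67 in mouse 355 and 6.12 in mouse 511. Cerebellar genes had a median of 0.25 in the cortex (percentile 93.52) and 0.296 in the nucleus (percentile 95.07), and genes of the midbrain dopamine region 0.031 (percentile 39.34) and 0.219 (percentile 82.99).

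Among further lists, the cortex arrays differed, mouse 511 minus mouse 355, with medians of 0.642 for excitatory neurons, 0.462 for GABAergic neurons, 0.621 for microglia, -0.426 for oligodendrocytes, -0.454 for astrocytes and -0.553 for MetaCore network genes, which were at -0.586 in the nucleus. The nucleus arrays differed too, with medians of -0.43 for hypothalamic neuropeptides (percentile 0.02) and -0.363 for hypothalamic transcription factors (percentile 0.26). Potassium channels were at -0.629 there (percentile 0.32), qRT-PCR genes at -0.671 (percentile 0.12) and astrocytes at 0.23 (percentile 99.16). Probe sets at least 2-fold apart between the mice numbered 3562 in the nucleus, 2571 in the cortex and 2081 in the hippocampus.

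Striatal genes fell in the nucleus against the cortex (median log2 fold change -0.79, adjusted p = 2.0e-05 from camera, and 0.558 with an estimated correlation), a call lost without the cortex array of mouse 511 (adjusted p = 0.864), and had no shift against the hippocampus (adjusted p = 0.278). Immediate early genes fell against the cortex (median -0.47, adjusted p = 0.0254, and 0.558 with an estimated correlation, and 0.524 without the cortex array of mouse 511) and the hippocampus (median -0.67, adjusted p = 1.2e-06, and 0.36 with an estimated correlation). Housekeeping genes had no shift (adjusted p = 0.216 and 0.157).

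Between the reference regions, 158 probe sets were at least 2-fold higher in the cortex in both mice and 166 lower.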
